# The DNA polymerase of bacteriophage YerA41 replicates its T-modified DNA in a primer-independent manner

**DOI:** 10.1093/nar/gkac203

**Published:** 2022-03-31

**Authors:** Miguel V Gomez-Raya-Vilanova, Katarzyna Leskinen, Arnab Bhattacharjee, Pasi Virta, Petja Rosenqvist, Jake L R Smith, Oliver W Bayfield, Christina Homberger, Tobias Kerrinnes, Jörg Vogel, Maria I Pajunen, Mikael Skurnik

## Abstract

*Yersinia* phage YerA41 is morphologically similar to jumbo bacteriophages. The isolated genomic material of YerA41 could not be digested by restriction enzymes, and used as a template by conventional DNA polymerases. Nucleoside analysis of the YerA41 genomic material, carried out to find out whether this was due to modified nucleotides, revealed the presence of a ca 1 kDa substitution of thymidine with apparent oligosaccharide character. We identified and purified the phage DNA polymerase (DNAP) that could replicate the YerA41 genomic DNA even without added primers. Cryo-electron microscopy (EM) was used to characterize structural details of the phage particle. The storage capacity of the 131 nm diameter head was calculated to accommodate a significantly longer genome than that of the 145 577 bp genomic DNA of YerA41 determined here. Indeed, cryo-EM revealed, in contrast to the 25 Å in other phages, spacings of 33–36 Å between shells of the genomic material inside YerA41 heads suggesting that the heavily substituted thymidine increases significantly the spacing of the DNA packaged inside the capsid. In conclusion, YerA41 appears to be an unconventional phage that packages thymidine-modified genomic DNA into its capsids along with its own DNAP that has the ability to replicate the genome.

## INTRODUCTION

Bacteriophages, or phages, are the most abundant organism on earth (1,2). They are viruses that, in order to replicate, target and kill bacteria. Phages are of primary interest in clinical applications as they can be used to treat bacterial infections (2–5). Moreover, these viruses act as a rich source for discovery of novel antimicrobial compounds. Studying their virulence mechanisms and proteins could lead to the identification of toxic compounds targeting bacteria (1).

Previously, numerous cellular organisms and viruses with variations of the canonical nucleotides in their DNA, such as methyl groups or amino acids, have been reported. These usually do not alter the specificity of base pairing and do not usually affect DNA replication (6,7). Bacteriophages contain the greatest diversity of modified bases observed in nature so far. The primary function of these modifications is to prevent cleavage by host restriction endonucleases (6,7).

YerA41 is a bacteriophage that was isolated due to its ability to infect *Yersinia ruckeri*, the causative agent of enteric red mouth disease in salmonid fish. It has a broad host range as it infects also strains of some other *Yersinia* species, *Escherichia coli*, *Shigella flexneri*, *Enterobacter cloacae*, *Klebsiella* and *Erwinia* (8,9). Multiple unsuccessful attempts to sequence the genome of this phage were carried out with conventional sequencing approaches and modern PCR-based NGS such as Illumina. In addition, the conventional PCR using commercially available DNA polymerases was unable to amplify its DNA and restriction enzymes were unable to digest it (8). RNA sequencing was used to sequence the RNA isolated from YerA41-infected *Y. ruckeri* bacteria resulting in nine YerA41-specific sequence scaffolds with a total length of 143 kb (8). Proteomic analysis of the phage particles revealed that also the predicted DNA polymerase was associated with the virion structure (8). It was hypothesized that the presence of some special modifications in the phage DNA renders it unsusceptible to restriction digestion and amplification by commercial polymerases.

Unlike commercially available DNA polymerases, the DNA polymerase coded by the phage's genome should be able to amplify its own modified DNA. When host polymerases are unable to replicate the viral genome, the bacteriophage produces its own polymerase that can function using the modified DNA as a template (10). Interestingly, this special polymerase should also be able to amplify DNA chains with modifications from other organisms making it a potential highly valuable tool. Despite the benefits of commercial DNA polymerases to use modified nucleotides as substrate, for example in Sanger and next generation sequencing, aptamer selection, and genotyping (11,12), such research has not been carried out with natural non-engineered DNA polymerases. Nevertheless, some commercially available DNA polymerases such as Therminator have been engineered to accept certain, but by no means, all modified nucleotides (11).

Here, we show that YerA41 has a genomic material containing exceptionally bulky thymidine substitution apparently preventing both the activity of restriction enzymes and conventional DNA polymerases. We expressed and purified DNAP01, which showed DNA polymerase activity and was able to use the YerA41 genomic material as a template without any added primers, with just added dNTPs. With the help of this highly unconventional DNAP we were able to complete the YerA41 genomic DNA sequence. Transmission electron microscopy of this unconventional phage revealed structural insights of the capsid structure.

## MATERIALS AND METHODS

### Reagents

In order to carry out the various experimental procedures successfully, media and solutions were prepared as indicated in Supplementary Table S1. For other commercial reagents and details, see the corresponding sub-sections below.

### Biological resources

Unless stated otherwise the bacterial strain used for expression of the protein used in this work is *E. coli* strain BL21 (DE3) that was cultured at +37°C in Lysogeny Broth (LB) liquid medium (13).

The *Y. ruckeri* phage YerA41 (9) was obtained from the Skurnik lab collection, and was propagated in *Y. ruckeri* strain RS41 (HER1300). RS41 was grown at room temperature (RT) using the double-agar method with LB agar plates and soft agar (Supplementary Table S1), or alternatively using the Gabrichevsky method described below.

### ‘Gabrichevsky’ method for phage propagation

The phage bottle lysates were made using this method. Briefly, 2% LB agar was poured into 175 cm^2^ cell culture bottles in such way that the agar formed a wedge that went from 1 cm at the dead-end of the bottle to 2 mm near the tap. The agar surface was flooded with 2.3 ml of o/n bacterial culture and the bacteria were grown on it for three and a half hr at RT. The excess liquid was removed and 2.3 ml of liquid phage lysate was added. After an o/n incubation at RT, the agar surface was rinsed with 5 ml of SM buffer (Supplementary Table S1) and incubated for 10 min. The SM buffer was then recovered and chloroform added to 1% (v/v) final concentration. After 5 min incubation, bacteria and other debris were pelleted by centrifugation at 3000 × g at 4°C for 15 min. The supernatant was filtered through a 0.22 μm filter and stored at 4°C. This method is modified from the one used for phage propagation in the Gabrichevsky Institute of Epidemiology and Microbiology (Moscow, Russia).

### Titration by drop-test

Titration of the phage lysates was performed by drop tests using the double layer method. Ten-fold serial dilutions of the phage lysates were prepared in LB. The double layer plates were then prepared with 45 μl of overnight bacterial host culture mixed with 3 ml of 50°C-adjusted soft-agar. The mixture was immediately poured on the agar plate. After solidification of the agar, 10 μl drops of the serially diluted phage lysates were pipetted onto the plates. A negative control with just LB was always pipetted as well. After overnight growth at RT the titre in plaque forming units (PFU) per ml was ready to be estimated (number of plaques × dilution factor × 100). A modification of this method with whole plates was done to calculate more accurate titres. Briefly, the double layer plates were prepared with 45 μl of overnight bacterial host culture and 50 μl of the desired dilution of phage lysate mixed with 3 ml of 50°C-adjusted soft-agar.

### Ultracentrifugation

Ultracentrifugation was performed using a step-gradient of 1 ml TM-40% sucrose on the bottom and 1.5 ml TM-5% sucrose on top (Supplementary Table S1) prepared to the tubes of Beckman Coulter Optima L-80 XP ultracentrifuge with the rotor SW55 Ti. The tubes were centrifuged at 35 000 rpm at 4°C for 3 h. The phage pellet was resuspended into 500 μl of LB.

For phage samples used for TEM, phage lysate (∼5 ml) was applied to the top of a stepped caesium chloride gradient in a SW28 Ultra-Clear tube (Beckman), comprising of solutions of densities 1.23, 1.31, 1.40 and 1.53 g/ml in 20 mM Tris–HCl pH 7.5, 10 mM MgSO4. Gradients were centrifuged at 28 000 rpm at 4°C for 3 h. The band containing mature phage particles formed at the 1.40–1.53 g/ml interface, which was extracted by needle side-puncture. Samples were dialysed against 20 mM Tris–HCl pH 7.5, 150 mM NaCl, 10 mM MgSO_4_.

### Transmission electron microscopy

For negative staining, carbon-formvar coated copper grids (Agar Scientific Ltd.) were plasma cleaned in a PELCO easiGlow for 60 s at 0.38 mbar (air) and 20 mA. Phage solution (5 μl) was applied to a grid for 1 min then removed with filter paper. The grid was washed with 5 μl deionised water and stained with 5 μl of 2% (w/v) uranyl acetate (Agar Scientific Ltd.). Grids were imaged using an Tecnai 12 G2 BioTWIN microscope with tungsten filament operating at 120 kV, with a Ceta 16M camera (Thermo Fisher Scientific, USA). For cryo-electron microscopy, lacey carbon grids supporting an ultrathin carbon layer on 400-mesh copper (Ted Pella) were glow discharged as above. Phage samples were vitrified in a Vitrobot mark IV. Grids were imaged on a 300 kV Titan Krios (Thermo Fisher Scientific, USA) and images recorded on a Falcon3EC detector (Thermo Fisher Scientific, USA) in linear mode. The nominal magnification was 59 000×, the calibrated pixel size was 1.39 Å/pixel, the nominal defocus range was 0.5–1.7 μm, and the total dose was 50.5 e/Å^2^. Images were processed in RELION3.1, using RELION’s movie motion correction (14). CTFs were estimated using CTFFIND4 (15) using dose-weighting. After manual picking and 2D-classification, particles were manually selected to ensure only DNA-filled particles were included, resulting in a set of 2900 particles. These were extracted, resampling to a final pixel size of 1.507Å/pix with a resulting 1000 pixel box size. Particle orientations were refined imposing icosahedral symmetry. After initial refinement, the CTF estimates were further refined on a per-particle basis using magnification anisotropy estimation. After refinement, the final masked resolution (FSC 0.143) was 5.62 Å. The map was sharpened in postprocessing with an automatically estimated *B*-factor of –382 Å^2^. Radial averaging was performed in EMAN2 (16), and density profiles were calculated in ImageJ (17). Figures and model fits were prepared using UCSF Chimera (18) and ChimeraX (19).

### Modelling of the YerA41 DNAP candidate proteins

Fold recognition searches of the YerA41 DNAP01, DNAP02 and DNAP03 were carried out using Phyre2 (20), a web-based fold recognition server, suggested at the strong conservation of the secondary structure architecture of the C-terminal part of the DNAP01 protein (amino acid residues 946–1215, i.e. DNAP01-Ct), DNAP02 and DNAP03 among the nucleic acid transferase and nucleic acid polymerase structures. Though having very low sequence identity, DNAP01-Ct, DNAP02 and DNAP03 were noticed to be structurally well conserved among different transferase/polymerase-like folds. The DNAP01-Ct structure was modelled based on the previously solved DNA polymerase structure (PDB: 1NJZ, chain A) (21) with which it was found to have only 26% sequence identity. The DNAP03 structure was modelled using a human DNA polymerase beta structure (PDB: 8ICZ, chain A, 4N-326S) (22) with which it was found to have only 26% sequence identity. The models were built using PRIME module of Schrödinger suite version 2018-4, (Schrödinger LLC) (23,24) via the Maestro interface. The final model thus generated was manually checked specially in the non-similar residues with its corresponding templates. The model structure was also verified looking into its Ramachandran diagram.

### Phage genomic material isolation by phenol–chloroform extraction

YerA41 genomic material was isolated from 400 μl of ultracentifuge-concentrated lysate. First, 1.3 μl of DNase I (1 U/ml) and 0.5 μl RNase A (10 mg/ml) were added. After an incubation at 37°C for 30 min, 16 μl of 0.5M EDTA, 1.2 μl of Proteinase K (20 mg/ml) and 20 μl of 10% sodium dodecyl sulphate (SDS) were added. After a 60-min incubation at 56°C, the tube was cooled down to RT, and 1 volume (VOL) of phenol (450 μl) was added. The tube was mixed for 15 min followed by centrifugation at full speed for 5 min. The aqueous upper phase was transferred into a new tube. The same procedure was repeated with 1 VOL phenol–chloroform (1:1) and then, finally, with 1 VOL chloroform. The nucleic acids were then precipitated using 0.1 VOL of 3 M NaOAc (pH 7.0) and 2 VOL absolute EtOH. The precipitated nucleic acid thread was transferred into a new tube with 1ml of 70% (v/v) EtOH. The tube was then centrifuged at RT for 15 min at full speed, the supernatant removed, and the pellet was allowed to air-dry. Finally, the pellet was dissolved in 100 μl Tris buffer on ice and incubated at –20°C overnight. After that, it was stored at –70°C due to the instability of YerA41 nucleic acids at other temperatures. From every 400 μl of lysate, 200 μl of genomic material with a concentration of around 50 ng/μl could be isolated.

### Nucleoside analysis

Nucleoside Digestion Mix (New England Biolabs, Ipswich, MA, cat#M0649S) was used to digest YerA41 genomic material into nucleosides. Briefly, 50 μl reactions were prepared with 2 μl of the enzyme mix, 5 μl of the 10× nucleoside digestion mix buffer and 43 μl of YerA41 genomic material. Samples were incubated overnight at 37°C and stored at 4°C. The LC-MS chromatograms of YerA41 genomic samples digested with the Nucleoside Digestion Mix were recorded with a Agilent Technologies 1260 Infinity Binary LC and Agilent 6100 Series Quadrupole LC/MS Systems with Phenomemex 150 × 4.6 SynergiTM 4 μm Fusion-RP 80 Å analytical column at the University of Turku, Finland. The nucleoside samples were eluted for 2.5 min with 1% MeCN and 99% formic acid (0.1%) buffer in mQ water, and then increasing MeCN volume linearly to 10% at 25 min (25). Tandem mass spectroscopy (LC–MS/MS) was recorded with Thermo Scientific Q Exactive Hybrid Quadrupole-Orbitrap Mass Spectrometer using HPLC conditions mentioned above.

### Reverse transcription

Total RNA from YerA41-infected bacteria had been previously extracted using the Promega SV total RNA isolation system (8). Reverse transcription to generate cDNA was performed using the Moloney Murine Leukaemia Virus Reverse Transcriptase (M-MLV RT; Promega, USA, cat#M170A). The template was mixed with random hexamers, it was heated to for 5 min and then cooled immediately on ice for at least 3 min. Afterwards, as requested by the protocol provided by the manufacturer, additional reagents were added to the reaction mix: 1 × M-MLV RT Reaction Buffer, 0.5 mM dNTPs, 25 U Recombinant RNasin^®^ Ribonuclease Inhibitor and 200 U M-MLV RT. Then it was incubated at 37°C for 90 min.

### PCR

DreamTaq (Thermo Fischer Scientific, USA, cat#EP0701) was always used as thermostable DNA polymerase, unless stated otherwise. A final reaction volume of 50 μl was always used. Into that, the buffer provided by the manufacturer was used (5 μl 10×); dNTPs were added to a final concentration of 200 μM each; primers (Supplementary Table S2) were added to a final concentration of 0.5 μM concentration each (2.5 μl of 10 pmol/μl); 10–50 ng of DNA template were added (1 μl), and the DNA polymerase was added to have the final quantity requested by the manufacturer's protocol (0.25 μl). The cycles were performed as recommended by the manufacturer's protocol. Briefly, initial denaturation at 95°C for 2 min and 35 cycles with denaturation at 95°C for 30 s, annealing at 55°C for 30 s and extension at 72°C for 1 min; then, a final extension at 72°C for 10 min was performed. PCR results were analysed using 1% agarose gel (Seakem LE in Tris-Acetate-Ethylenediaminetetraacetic (TAE) buffer, Supplementary Table S1).

### Electrocompetent cells

Electrocompetent *E. coli* strain BL21 (DE3) cells were prepared as described (26). Briefly, the bacteria were grown in Super Optimal Broth (SOB) media. After overnight incubation, they were diluted 1:250 and grown until the OD_600_ was 0.6–0.8 with vigorous agitation (220 rpm). The cells were then collected by centrifugation (1500 × g at 4°C) and washed twice with original culture volume of 10% glycerol. After that, they were resuspended in 1–2 ml of 10% glycerol, aliquoted at 100 μl into Eppendorf tubes, flash frozen in liquid nitrogen and stored at –75°C. For each group of electrocompetent cells made, a test was performed in order to ensure that there was no contamination and competence status was checked with intact plasmid (pUC19). The competent cells used in this study produced 4.68 × 10^10^ CFU/mg of pUC19.

### Electroporation

Electroporations were carried out with 2 mm cuvettes unless stated otherwise. Competent cells were melted on ice and the desired ligation reaction or plasmid was added (1–3 μl) into 45 μl of cells. The mixture was transferred into cold cuvettes and the cuvette inserted into the electroporation apparatus. A pulse was then given (200 Ω, 25 μF, 2.5 kV). Afterwards, 1 ml of prewarmed SOC (Supplementary Table S1) was added and cells were transferred into a 1.5 ml Eppendorf tube and incubated for 45 min at 37°C with gentle agitation. After incubation, 100 μl undiluted and 100 μl of 1:100-diluted samples were spread to appropriate antibiotic plates that were incubated overnight at 37°C. If there was growth, between four and eight colonies from each plate were then streaked on new antibiotic plates (Supplementary Table S1).

### Determination of target protein solubility

Soluble proteins should be purified under native conditions and insoluble proteins or inclusion bodies should be purified under denaturating conditions (The QIAexpressionist June 2003. A handbook for high-level expression and purification of 6xHis-tagged proteins 5th ed. Qiagen). In order to know if the protein is soluble or insoluble and purify it accordingly we performed the following assay. Ten ml of LB containing the appropriate antibiotics were inoculated with the desired producer of the target protein and grown overnight at 37°C. Then, 50 ml of prewarmed LB were inoculated with 2.5 ml of the overnight culture and the bacteria were grown until the OD_600_ was 0.5–0.7. Then a 1-ml sample was withdrawn and cells were pelleted and resuspended in SDS-PAGE sample buffer (Supplementary Table S1). This represented the non-induced raw control lysate. In the rest of the culture, expression was induced adding IPTG to a final concentration of 0.5 mM. The cultures were then grown overnight at 15°C with vigorous agitation (270 rpm), another 1 ml sample was withdrawn, pelleted and resuspended in SDS-PAGE sample buffer. This was the induced raw control lysate. The bacteria from remaining culture were harvested by centrifugation at 4000 × g for 20 min. Proteins were extracted by resuspending the pellet in 5 ml lysis buffer (Supplementary Table S1), and the sample was then frozen and thawed in cold water. Sonication was then performed with Branson sonifier (Branson Ultrasonics, Danbury, USA) using a pulse mode of 30% and a loading level of 2 for 30 s 10 times with 30 s pauses. Lysate was then centrifuged at 10 000 × g at 4°C for 25 min. Supernatant was decanted and saved on ice (soluble protein). The pellet was resuspended in 5 ml lysis buffer (insoluble protein). All the obtained samples were analysed using SDS-PAGE analysis.

### Purification under native conditions

Purification of a soluble protein was carried out under native conditions. Fifty ml of SOB with the appropriate antibiotics was inoculated with the producer strain. After overnight growth, the culture was diluted 1:100 into 100 ml of medium and incubated at 37°C until OD_600_ of 0.6 was reached, then IPTG was added to 0.5 mM final concentration. The induced culture was incubated overnight at 15°C and then a 1 ml sample was withdrawn, bacteria were pelleted and frozen. The remaining bacteria were harvested by centrifuging at 4000 × g for 20 min. The pellet was resuspended in a 5-ml lysis buffer containing 1 tablet of protease inhibitor (Pierce™ Protease Inhibitor mini Tablets, EDTA-free, Thermo Fisher Scientific, USA, cat#A32959) and 1 mg/ml of lysozyme (these amounts were used for every 100 ml of culture). Cells were then sonicated as stated above. After centrifuging for 25 min at 10 000 × g at 4°C, the supernatant was introduced into a new Falcon tube, a 10 μl sample was taken for future SDS-PAGE analysis. The supernatant was then mixed with 2.5-ml of Ni-NTA agarose (Qiagen, The Netherlands, cat#30250) for 60 min at 4°C. Note that the Ni-NTA agarose beads were washed twice with washing buffer before use. After the incubation, the non-bound fraction was separated from the beads; another 10 μl sample was taken for further analysis. The agarose was then washed six times with one volume of washing buffer (Supplementary Table S1), from the first and last wash a 10 μl sample was taken. Elution was carried out in four steps where 1 ml elution buffer (Supplementary Table S1) was used. In order to separate the liquid from the beads in every step of the process, the agarose was spun for 10 s at 1000 × g at 4°C. All the samples, together with the 10 μl samples from the eluted fractions, were analysed by SDS-PAGE. After purification, the solution was changed to lysis buffer without imidazole (50 mM NaH_2_PO_4_; 300 mM NaCl) using a PES membrane (Vivaspin 4/20 10 000 MWCO, Sartorious) to eliminate imidazole without affecting the protein.

### Anion exchange chromatography

Anion exchange chromatography was performed using Äkta Pure Chromatograph System. Concentrated protein was diluted 1:5 in 50 mM NaH_2_PO_4_ buffer to adjust the salt concentration to that of buffer A. A 5 ml loading loop was used to introduce the sample into the 1 ml column YMC BioPro q75. The column was then washed ten times with buffer A (50 mM NaH_2_PO_4_, 60 mM NaCl, pH 8.0), after which the salt concentration was raised linearly during 20 column volumes until 70% of buffer B was achieved (50 mM NaH_2_PO_4_, 1 M NaCl, pH 8.0). Elution of the protein took place at a concentration of 30% of buffer B that corresponds to a 350 mM NaCl concentration. The eluted fractions that contained pure protein were pooled and concentrated as stated above.

### Protein analysis by mass spectrometry

Mass spectrometry analyses of purified protein samples were performed at Proteomics Unit, Institute of Biotechnology, University of Helsinki, as described earlier (27,28). Two kinds of DNAP01 samples were sent for mass spectrometry, a sample that had only been purified using the Ni-NTA agarose, and another that had been further purified with AIEX.

### BCA protein assay

The PierceTM BCA protein assay kit (Thermo Fisher Scientific, USA, cat#23225) was used for the determination of the protein concentration using a spectrophotometer and Bovine Serum Albumin standards with different concentrations. The working reagent was prepared by mixing 50 parts of reagent A with 1 part of reagent B. 25 μl of each sample were pipetted into microtitre plate wells containing 200 μl of working reagent, and the plate was incubated at 37°C for 2 h. Then it was cooled down at RT for 10 min and the absorbance at 562 nm was measured. Concentration was calculated using the Bovine Serum Albumin standard to create a standard curve, through linear regression based on that curve, the protein concentration could be calculated for any given absorbance.

### Functional assay using YerA41 genome as template

The isolated phage YerA41 genomic material was treated in a 15 μl reaction volume following the protocol of reverse transcription, but replacing the reverse transcriptase with the YerA41 DNAP as the enzyme. Primers, random hexamers or water were added depending on the tested conditions. The incubation times ranged between 1 and 90 min. The negative control reactions were set up either without phage DNA, without DNAP01, or without random primers, and in the positive control, the YerA41 DNA was replaced by the YerA41 cDNA generated for RNA-seq (Supplementary Table S3). After these pre-incubations, 1 μl samples were used as templates for different conventional PCRs (Supplementary Figure S1).

DreamTaq was used as DNA polymerase and the conventional PCR protocol was followed (see above). Five different YerA41 gene specific primer pairs were used (Supplementary Table S2): gp8 (phage tail protein (8); product size: 648 bp); gp37 (major capsid protein(8); product size: 521 bp), and dnap01 (product size: 621 bp), dnap02 (product size: 419 bp) and dnap03 (product size: 494 bp). Primers were designed using Primer3Plus, with a product length of 400–700 bp. The primers were chosen so that each one of them would have a different product length and they could be easily identified in an agarose gel.

### Completion of the genomic DNA sequence of YerA41

Eighteen primers (Supplementary Table S2) were designed pointing outwards from each of the nine RNA-seq assembled sequence scaffolds of YerA41(8). These were tested in different combinations using as template the genomic material of YerA41 preincubated with DNAP01 in the presence of dNTPs. Analogous to the functional assay (see above), 1 μl of the pretreated genomic material was then PCR-amplified using Phusion DNA polymerase (Thermo Fisher Scientific, USA, cat#F-530) in 1 × GC buffer according to manufacturer's recommendation. The PCR products were purified using the NucleoSpin Gel and PCR Clean-up kit (Macherey-Nagel, GmbH Düren, Germany), and subjected to Sanger sequencing using the PCR-amplification primers individually (29), at the Institute for Molecular Medicine Finland Technology Centre Sequencing Unit. The obtained sequence reads and the sequences of the original scaffolds were assembled using the Staden package (30). To fill in remaining gaps, two additional primers (A2b and A3b) were designed and used in combination with the previous primers for PCR and Sanger sequencing to complete the genome. The genome was annotated, and the promoters and terminators were predicted using the BPROM and FindTerm tools (31).

### Commercial DNA polymerase functional assay

EvaEZ Fluorometric Polymerase Activity Assay Kit (Biotium, USA, cat#29051) was used for this functional assay. The protocol followed was the one recommended by the manufacturer for the measurement of fluorescence change by polymerization. Two positive controls with dilutions of T4 DNA polymerase (Thermo Fischer Scientific, USA, cat#EP0061) and a negative control that contained only water, were also included. The fluorescence was measured with a qPCR Bio-rad machine, taking a measurement every 30 sec for an hour. Fluorescence was measured in Channel 1 (the channel for FAM).

The EvaEZ Fluorometric Polymerase Activity Assay Kit was used to determine the specific activity of the DNAP01 polymerase. The protocol followed was the one recommended for the determination of activity of an unknown polymerase sample based on a standard. A standard curve was determined using serial dilutions of T4 DNA polymerase. Different dilutions were prepared for the protein of interest. A duplicate was prepared for each sample and the average was calculated. The fluorescence was measured with a qPCR Bio-rad machine, taking a measurement every 30 sec for an hour. Fluorescence was measured in Channel 1 (the channel for FAM).

## RESULTS

### YerA41 genome nucleotide composition

YerA41 genomic material was isolated using the phenol–chloroform extraction method from ultracentrifuged YerA41 lysates with titres between 1 × 10^15^ and 1 × 10^19^ PFU/ml to elucidate whether nucleotide modifications were behind the observed restriction enzyme resistance of the YerA41 DNA (8). The isolated genomic material was analysed in 1% agarose gel analysis (Supplementary Report Figure I A). While the genomic material gave a clear distinct band in the agarose gel and its UV absorbance 260/280 ratio was near 1.80, it migrated aberrantly in the gel, much slower than the anticipated size of the DNA genome, ca. 145 kb (8) (Supplementary Report Figure I B). Of note, both the phage particles and the isolated genomic material were unstable and were best stored frozen.

The YerA41 genomic material was digested into nucleosides using the Nucleotide digestion mix, and analyzed by chromatography and mass spectrometry to elucidate the nature of the nucleosides (Supplementary Report Figure I C). Interestingly, apart from the canonical deoxyribonucleosides, deoxyadenosine (dA), deoxyguanosine (dG), deoxycytosine (dC) and thymidine (T) present in DNA, ribonucleosides adenosine (A), guanosine (G), cytosine (C) and uridine (U), usually present in RNA molecules, were also found (Supplementary Report Figure I C). While these results indicated that both DNA and RNA are unconventionally present in the genomic material isolated from YerA41 bacteriophage, further investigations, reported in details in the Supplementary Data (Supplementary Report Figures II, III, IV and V, and Supplementary Report Tables I, II and III), revealed that phage lysates of YerA41 were exceptionally heavily contaminated with ribosomes of the host bacteria. 

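Ribosomal RNA of Y. ruckeri made up nearly all of the counted reads in RNA from YerA41 lysates. The rRNA genes took 99.8% ± 0.0202 (SD, n = 3 libraries) of the counted reads in lysate b, 99.8% ± 0.000656 (SD, n = 3) in lysate d of batch 1 and 99.8% ± 0.0183 (SD, n = 3) in lysate d of batch 2. Protein-coding genes of the reference chromosome, the reference plasmids and the phage together took 0.162% ± 0.0180 (SD, n = 3), 0.162% ± 0.00182 (SD, n = 3) and 0.155% ± 0.0159 (SD, n = 3) of the counted reads in the same order. All tRNA genes together took 0.00690% ± 0.00340 (SD, n = 3), 0.00589% ± 0.00175 (SD, n = 3) and 0.00810% ± 0.00267 (SD, n = 3). Among the reads on protein-coding genes, those of the phage were 2.68% ± 0.191 (SD, n = 3) in lysate b, 2.79% ± 0.117 (SD, n = 3) in lysate d of batch 1 and 2.66% ± 0.231 (SD, n = 3) in lysate d of batch 2. The 3 tRNA genes of the phage had 0 to 1.1 reads per library.
The rRNA share of lysate b minus that of lysate d was -0.000865 percentage points in batch 1 (two-sided exact permutation test, p = 1, n = 3 against 3), which is smaller than the spread between the isolations of lysate b and larger than that of lysate d. In lysate d it was 0.00549 percentage points higher in batch 2 than in batch 1 (exact permutation test, p = 0.7). The first difference turned to 0.00599 without isolation I of lysate b and to 0.00390 without II, and the second to -0.00134 without isolation 1 of batch 2. For the phage share of the reads on protein-coding genes the exact permutation test gave p = 0.6 between the lysates and p = 0.5 between the batches. 3 libraries against 3 cannot give a p below 0.1 in this test, so that the comparisons could only have shown the absence of overlap between the groups. Summed as reads per kilobase, the phage share was 4.16%, 4.33% and 4.30%.
The paper also measured RNA in the lysates before and after RNase A (Table II). RNase A removed most of the free RNA, and more RNA than remained free could still be isolated from the treated lysates. Its further evidence is the share of reads on the rDNA operons and their uneven coverage, the particles seen beside the virions by electron microscopy and the ribosomal proteins in the purified phage sample. From these results the paper concludes that host ribosomes were present in the lysates and that they protected their rRNA from RNase A.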

The RNase A treatment of the phage lysate prior to DNA isolation was not able to degrade the rRNA embedded in the ribosome structure (Supplementary Report Figure IV) and this was detected as ribonucleosides in the samples. It should be noted that such extensive ribosome contamination of phage stocks is exceptional and not seen with other phages.

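Per nucleotide of gene, the RNA of the large ribosomal subunit was read more deeply than that of the small subunit in each of the 9 libraries. 23S rRNA, the large subunit RNA, had 485 ± 83.2 reads per nucleotide (SD, n = 3) in lysate b, 484 ± 34.7 (SD, n = 3) in lysate d of batch 1 and 432 ± 30.8 (SD, n = 3) in lysate d of batch 2. 16S rRNA, the small subunit RNA, had 203 ± 115 (SD, n = 3), 204 ± 109 (SD, n = 3) and 285 ± 57.4 (SD, n = 3) reads per nucleotide. 5S rRNA, which also belongs to the large subunit, had 887 ± 214 (SD, n = 3), 899 ± 165 (SD, n = 3) and 689 ± 78.2 (SD, n = 3) reads per nucleotide.
The ratio of 23S to 16S rRNA in reads per nucleotide was 3.09 ± 2.01 (SD, n = 3) in lysate b, 2.84 ± 1.30 (SD, n = 3) in lysate d of batch 1 and 1.54 ± 0.196 (SD, n = 3) in lysate d of batch 2, and that of 5S to 16S rRNA was 5.76 ± 3.88 (SD, n = 3), 5.44 ± 3.07 (SD, n = 3) and 2.47 ± 0.489 (SD, n = 3). A complete ribosome holds these rRNAs in equal numbers. The ratios are per gene copy, with 8 copies of the 5S gene and 7 each of the 16S and 23S genes. Counted per ribosome, the 5S to 16S ratios would therefore be somewhat higher. Most of the spread lay in 16S rRNA. Its share of the rRNA reads was 8.14%, 27.7% and 13.9% in the unnumbered isolation, I and II of lysate b and 10.6%, 25.5% and 12.3% in those of lysate d of batch 1. In batch 2 it was 26.4%, 22.0% and 22.0% in isolations 1, 2 and 3. 23S rRNA took from 67.2% to 84.4% of the rRNA reads and 5S rRNA from 4.80% to 8.39%.
Neither ratio differed between the lysates by more than the spread between isolations (exact permutation test, p = 1 for both ratios). The test was unpaired, although the 16S shares of the lysates lay closest within the same isolation number. Between the batches of lysate d, which also differ in lysate volume where it is listed, the exact permutation test gave p = 0.3 for both ratios. Both results rest on few isolations. Without the unnumbered isolation of lysate b its 23S to 16S ratio was 2.03 and its 5S to 16S ratio 3.78. The difference between lysates b and d then turned from 0.256 to -0.806 for 23S to 16S and from 0.321 to -1.66 for 5S to 16S, and without isolation I of lysate d it turned to -0.481 and -1.26. With 1 library left out, batch 2 minus batch 1 ran from -2.03 to -0.799 for 23S to 16S and from -4.55 to -1.48 for 5S to 16S. The read depth was counted over whole genes, and the positions of the reads within them were not analysed here.

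**Figure D1:**
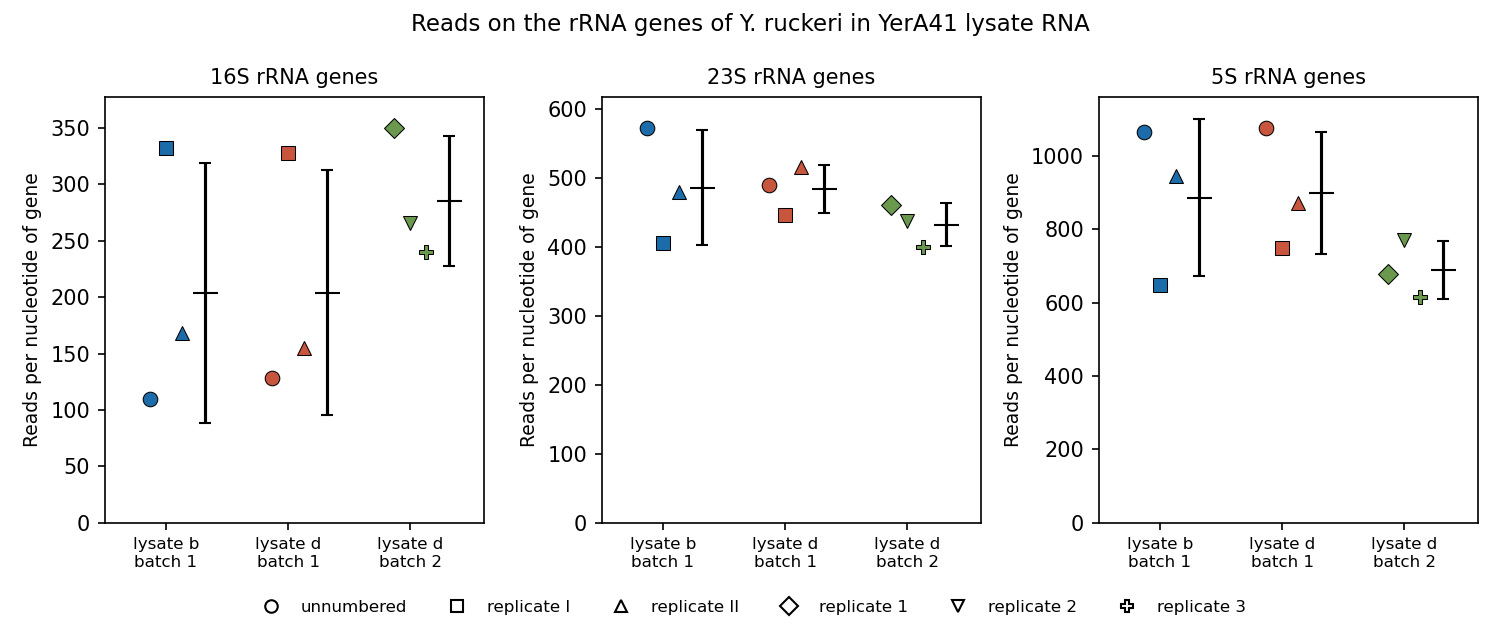
Reads per nucleotide of the 16S, 23S and 5S rRNA genes (y axes) in the 9 libraries by lysate and batch (x axes), summed over the gene copies. Each symbol is 1 library, its shape gives the isolation, and horizontal marks and bars are means and SD (n = 3). The 16S values of batch 1 spread from 110 to 332 reads per nucleotide in lysate b and from 128 to 328 in lysate d.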

The relative proportions of different nucleosides in the YerA41 genomic material (Supplementary Report Figure I C) were estimated based on HPLC peak areas compared to those of the standard nucleoside mixtures (50 μM) (Table 1). While the relative proportions of ribonucleosides reflect the proportions of dNTPs present in the transcribed template DNA, the proportions of deoxyribonucleosides should follow the base-pairing rules such that dA and T should be present in equal proportions as should also dC and dG. The results for dC and dG are very close to each other as expected, but a major discrepancy is present in the relative amounts of dA and T, with T hugely underrepresented (Table 1). A possible explanation for the discrepancy could be that a proportion of T could be modified and the modified nucleotide could co-migrate with the other nucleosides in the sample, thus causing distortion.

**Table 1.** Relative amounts of DNA and RNA-derived nucleosides in YerA41 Genomic samples analyzed from HPLC data

	DNA %					RNA %				
Sample	dA	dG	dC	T	Total	A	C	G	U	Total
1	38.6	21.0	24.8	15.6	100.0	18.5	14.5	55.5	11.6	100.1
2	40.1	19.4	25.1	15.3	99.9	24.9	14.7	44.3	16.1	100.0

The HPLC analysis was repeated for sample 2 (bottom graph, Supplementary Report Figure I C) and careful analysis of the results revealed additional peaks. MS-ESI (Orbitrap, positive mode) analysis of the broad low intensity peak at 16.5 min revealed the presence of a 1102 *m*/*z* molecule. In addition, a 918 *m*/*z* molecule co-migrated with dG, and a 1286 *m*/*z* molecule with dA. The 918 and 1286 *m*/*z* molecules both differ from the 1102 *m*/*z* molecule by a fragment of 184 *m*/*z*. Interestingly, MS/MS-analysis of each molecule (918, 1102 and 1286 *m*/*z*) showed a common cleaved fragment of 346 m/z (plus the observed corresponding counterpart fragments: 572, 756 and 940 m/z) (Supplementary Figures S2 – S7). This fragment of 346 m/z most likely corresponds to a thymidine molecule containing a spacer moiety (T plus spacer = 242 + 104 = 346). However, the observed masses do not match to typical hexose-, hexosamine- or *N*-acetylhexosamine derived fragmentations, which would contribute mass differences of 162, 161 or 203 *m*/*z*, respectively. We interpret the obtained results that the hypothetical substitution would carry at least two 184 *m*/*z* distal residues. Assuming the 1286 *m*/*z* molecule corresponds to a hypermodified thymidine, an additional 1044 Da per thymidine is introduced. Based on the presence of several genes encoding proteins with glycosyltransferase motifs in the genome of YerA41 (8), the structure of this modification is likely a novel type of oligosaccharide. Further studies are underway to provide complete characterization of these hypermodifications.

### Transmission electron microscopy of YerA41 phage particles

The YerA41 virions exhibited a typical myovirus morphotype, with large icosahedral heads, 131 nm diameter, and tails ∼241 nm long that occasionally appeared in a contracted conformation (Figure 1A). Tail fibers protruded from the tail baseplate (Figure 1A, white triangles central panel). These dimensions are very close to those of Ackermann et al, with heads of about 110 nm in diameter, 10 nm × 8 nm necks, 250 nm × 20 nm non-contracted sheaths, and 70 nm long tail fibers (32). A minor population of tailed virions with smaller ∼103 nm heads was also present (Figure 1A, right panel), hereafter called YerA41-S to differentiate it from the bigger YerA41-B. From their appearance, YerA41-S were also apparently filled with nucleic acid.

**Figure 1.**
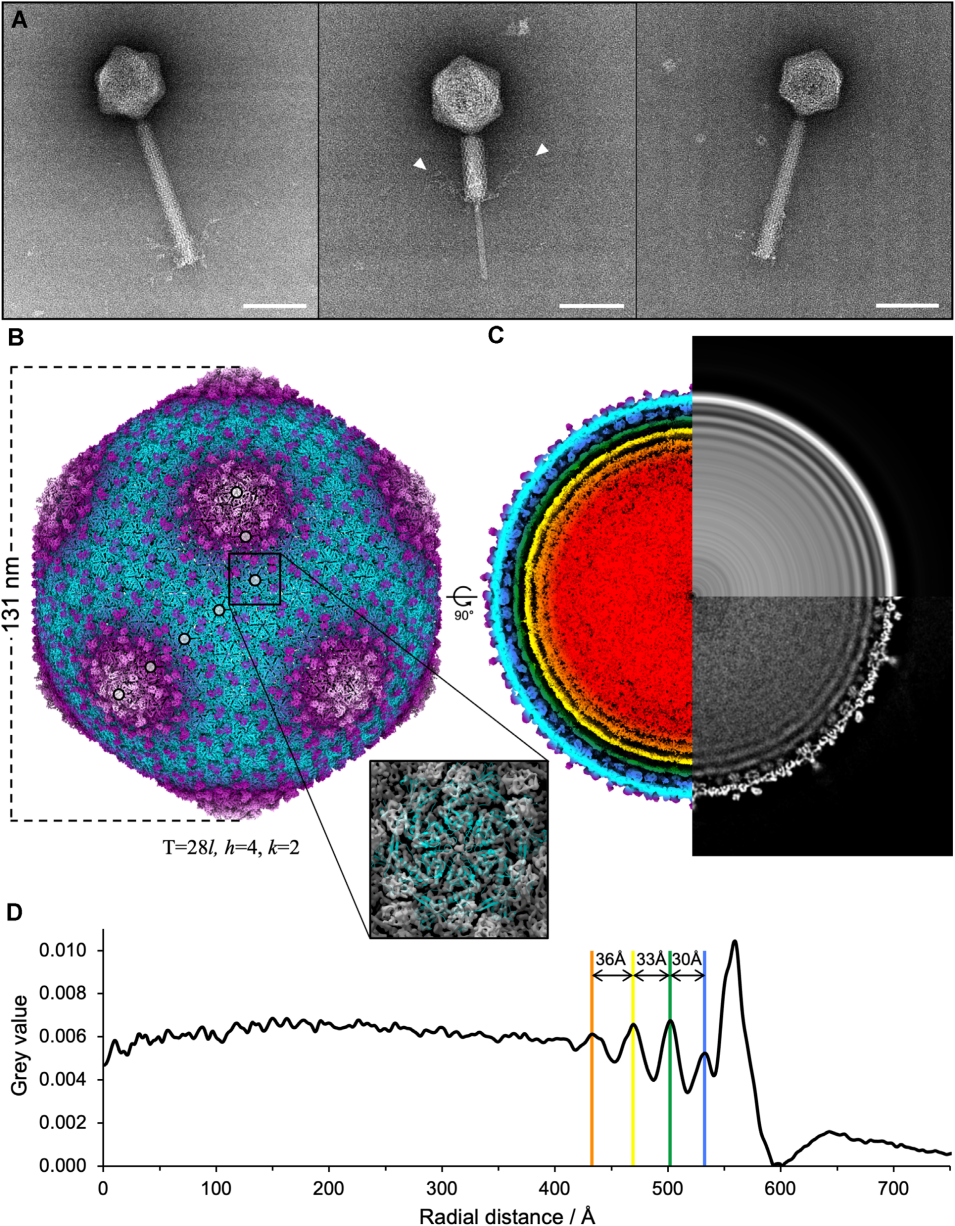
Electron microscopy analysis of YerA41 virions. **Panel A**. Negatively stained electron micrographs, left and central panels are YerA41-B, and right panel is YerA41-S. White triangles indicate tail fibers. Scale bar 100 nm. **Panel B**. Cryo-electron microscopy icosahedral reconstruction of YerA41-B capsid, coloured radially. Circles indicate *h* = 4 and *k* = 2 values that describe the T = 28 quasi-symmetry. Square panel shows fitting of HK97 major capsid protein (PDB 1OHG), in blue, into the YerA41-B map in grey. **Panel C**. Left, cross-sectional view along the z-axis (rotated 90° with respect to panel A), coloured radially. Capsid proteins are in purple and cyan, internal capsid proteins in blue, and genomic layers are in green, yellow, orange and red. Bottom right, central slice through the reconstruction in greyscale. Top right, rotationally averaged central slice in greyscale. **Panel D**. Density profile of rotationally averaged central slice, corresponding to top right section of panel C, plotted against radial distance from centre of the capsid. Colours correspond to radial layers in panel C.

The diameter of YerA41-B places it within the range for jumbophage capsids (33), despite YerA41 possessing a genome of <200 kb. To understand the discrepancy between the high storage capacity and low genome length, cryo-electron microscopy analysis of the YerA41-B particles was carried out.

YerA41 exhibits a T-number of 28, and *laevo* handedness (Figure 1B). Fitting of the HK97 major capsid protein fold confirmed the handedness and the family of YerA41 major capsid protein fold (Figure 1B). On the surface of the capsid, additional proteins, potentially auxiliary proteins, were present at the local and icosahedral 2-fold positions, and weaker density a fiber protruding from the centers of hexons was also present (Figure 1C, bottom right). Inside the capsid, internal capsid proteins protruded from the inner surface of the wall (Figure 1C, blue layer). The presence of internal proteins meant that the first layer of genomic material was shifted further towards the capsid core than it would be if only the major capsid protein were present. Three layers of genomic material could clearly be defined, with a less well defined fourth layer (Figure 1C, green/yellow/orange layers). Radial averaging of the central slice on the 5-fold symmetry axis allowed estimation of the spacing between protein and genomic layers (Figure 1C, top right, and Figure 1D). These were: 30 Å between the internal capsid proteins and the first genomic layer (blue and green layers), 33 Å between the first and second genomic layers (green and yellow layers) and 36 Å between the second and third genomic layers (yellow and orange layers), together demonstrating a relatively low density of packing. The internal volume of the YerA41-B capsid, inside of the internal capsid proteins, was ∼620 × 103 nm^3^. The calculated genomic density was therefore ∼0.23 bp/nm^3^, assuming one copy of a 145 577 bp genome per head.

### Identification of the DNAP encoding genes

Previously we were able to determine partial genomic sequence of phage YerA41 by sequencing RNA isolated from YerA41-infected *Y. ruckeri* bacteria, altogether ca. 145 kb in nine sequence scaffolds (8). Among the 201 predicted gene products three showed remote similarity to DNA polymerase like enzymes and they were preliminarily named DNAP01, DNAP02 and DNAP03 (Supplementary Table S4). The amino acid sequence similarity search using BLASTP (34,35), identified a multitude of homologs that aligned with the C-terminal third of DNAP01 sequence (DNAP01-Ct). The conserved DNA polymerase PolA motifs A, B and C could be identified from the sequences of several of the most closely related proteins (Supplementary Figures S8 and S9) further confirming the possibility that DNAP01 is a functional DNA polymerase of YerA41. The profile-profile comparison methods, HHblits and HHpred (36), indicated homology of DNAP01 with other DNA polymerases. The HHblits displayed with *E*-value of 3.3e–20 and 864 aligned columns, similarity with DNA polymerase A (POLAc) domain containing protein of *Campylobacter jejuni* (UniRef100_A0A430VC34). The HHPred search showed similarity of the C-terminal end of DNAP01 with different DNA polymerases. On the other hand, the N-terminal residues 227–577 showed similarity to the amino acid residues 1–253 of T7 DNA polymerase in complex with an *N*-2-acetylaminofluorene-adducted DNA (1X9M) with 93% probability and e-value of 0.85. While the closest BLASTp hits of DNAP02 were putative DNA polymerases (Supplementary Figure S10), HHPred analysis revealed that it resembled most closely 5'-3' exonucleases, therefore it was not studied further. The best BLASTp hits of DNAP03 were all PolX type DNA polymerases (Supplementary Figure S11) that typically function as gap-filling polymerases (37), therefore DNAP03 might not be a truly processive DNA polymerase. DNAP01-Ct and DNAP03 were structurally modelled (Supplementary Figures S8 and S11). As the structural modelling of DNAP01 predicted that the DNA polymerase activity would reside in its C-terminal domain (DNAP01-Ct, residues 946–1306 of the full-length, Supplementary Figure S8), it was also selected for expression cloning. Regarding the modelling of DNAP03, there is no sequence similarity in the amino acid stretch of 180–220 (DNAP03 numbering) between DNAP03 and the human DNA polymerase beta structure 8ICZ that was used as a template to model DNAP03. The modeling of this region (180–220 of DNAP03) was carried out according to the 8ICZ structure based on the similarity of the predicted secondary structure of DNAP03 and the solved 8ICZ structure.

The genes encoding for the polymerase candidates were amplified by PCR using the YerA41 mRNA-derived cDNA as template and cloned into an expression vector pET28a. While the gene encoding DNAP03 did not yield any protein, and the expressed DNAP02 showed no DNA polymerase activity, the DNAP01-Ct was expressed and its DNA polymerase activity could be proved (Supplementary Figure S12). Due to the poor solubility and low stability of DNAP01-Ct, a pET28a codon-optimised vector expressing a His-tagged full-length DNAP01 was custom synthesised and further characterized in this study.

### Isolation and purification of DNAP01

The codon optimised gene encoding DNAP01, cloned in plasmid pET28a-DNAP01, expressed the gene in *E. coli* strain BL21 (DE3) and produced in good quantities a soluble product (Supplementary Figure S13). The DNAP01 protein was purified under native conditions using the Ni-NTA agarose with a yield 980 μg/ml. Ultrafiltrated proteins were subjected to anion exchange chromatography (AIEX) to further purify the protein. The obtained peak fractions were pooled and concentrated as above yielding a highly purified protein (Supplementary Figure S13). The increased purity was further confirmed by proteome analysis of the pre-AIEX and AIEX-purified samples. The LC/MS-MS analysis identified 283 *E. coli* proteins from the pre-AIEX sample compared to only 32 hits for the AIEX-purified protein, over the PSM threshold of 4 (Supplementary Table S5). Remaining in the AIEX-purified sample a distinct > 70 kDa band was visible in SDS-PAGE (Supplementary Figure S13). In the LC/MS-MS results three proteins had a score above 200, of which the 74.2 kDa ArnA protein had the highest score (Supplementary Table S5), consistent with the size of the band present in the SDS-PAGE. ArnA (https://www.uniprot.org/uniprot/A0A140N587) is required for lipopolysaccharide-mediated polymyxin B resistance. The other two high-score proteins were smaller, <70 kDa in size. We cannot explain why ArnA would copurify with DNAP01. It either interacts directly with DNAP01 or with the AIEX column and elutes under the same conditions as DNAP01 does.

### DNAP01 shows DNA polymerase activity with YerA41 genomic material even without external primers

The DNA polymerase activity of DNAP01 was first verified using the EvaEZ Fluorometric Polymerase Activity Assay Kit where DNAP01 showed a clear dose-dependent polymerase activity (Figure 2A). Using a T4 DNA polymerase standard curve (Figure 2B) the polymerase activity of 7.73 (±1.17) mU/μg was estimated for DNAP01 where an enzyme unit catalyzes the incorporation of 10 nmol of deoxyribonucleotides into a polynucleotide fraction in 30 min at 37°C (38).

**Figure 2.**
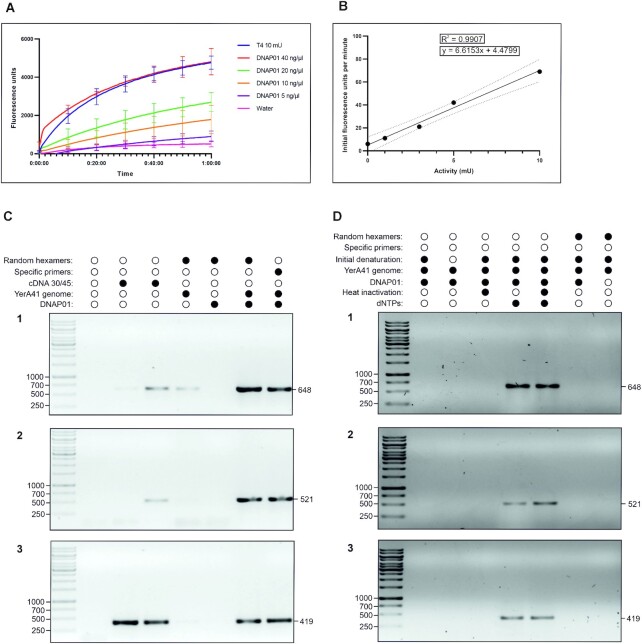
DNAP01 shows DNA polymerase activity also with YerA41 genome even without adding external primers. **Panel A**. DNA polymerase activity of DNAP01 compared with T4 DNA polymerase, measured with a commercial assay for 60 min. Each line represents the mean of three replicates. Negative control is represented by water. **Panel B**. Standard curve calculated with different concentrations of T4 DNA polymerase with known activity. Dashed lines represent the 95% confidence interval of the trend line created with the regression model shown in the same graphic. **Panels C and D**. 1% agarose gels of PCR results of the functional assay performed with YerA41 genomic material. 1. gp8 primers; 2. gp37 primers 3. dnap02 primers. At the top, the reagents added or any special condition applied during the treatment with DNAP01 is shown. All those samples were then used as template for PCR with Dream-Taq polymerase, as described in the methods section, and shown here are the products of those PCRs. The sizes of the bands are given in bp.

The presence of DNAP01 in the phage particles (8) implicates that it is delivered along with the genomic material from the phage particles upon infection into the host bacteria. DNAP01 should inherently possess the ability to use the YerA41 DNA as template. To confirm this, we set up an in-house assay where we used YerA41 genomic material as template. We first incubated the genomic material with different combinations of DNAP01, dNTPs, random hexamer primers, or specific YerA41 DNA primers with and without heat treatment. After the incubation, conventional PCRs with YerA41-specific primer pairs were carried out, and the products analysed in an agarose gel (Figure 2C). These results demonstrated that DNAP01 was indeed able to replicate the YerA41 DNA thereby creating a non-modified DNA-product that a thermostable commercial DNA polymerase was able to use as template in a subsequent PCR. Furthermore, the DNAP01 polymerase did not require any added specific or random hexamer primers for its activity with the YerA41 genomic material. This was demonstrated by samples that contained only DNAP01 mixed with YerA41 genomic material, the appropriate buffer and dNTPs, that gave a positive band when used in PCR with Dream-Taq (Figure 2D). This shows that DNAP01 DNA polymerase activity was fully operational with YerA41 genomic material without the need of any external primers.

### RNase A treatment does not influence the activity of DNAP01

It was possible that the RNA fragments complexed with the YerA41 DNA could act as primers for DNAP01. As RNase A treatment changed the migration of the YerA41 genomic material in the agarose gel (Supplementary Figure S2a), we tested whether the RNase A treatment would prevent DNAP01 activity. That was not the case as DNAP01 was still able to replicate the DNA without primers (Figure 3A). DNAP01 demonstrated apparent high progressivity in experiments where it was incubated different times with the YerA41 genomic material as a mere one-minute incubation was sufficient for DNAP01 to produce a template for the detection PCR (Figure 3B).

**Figure 3.**
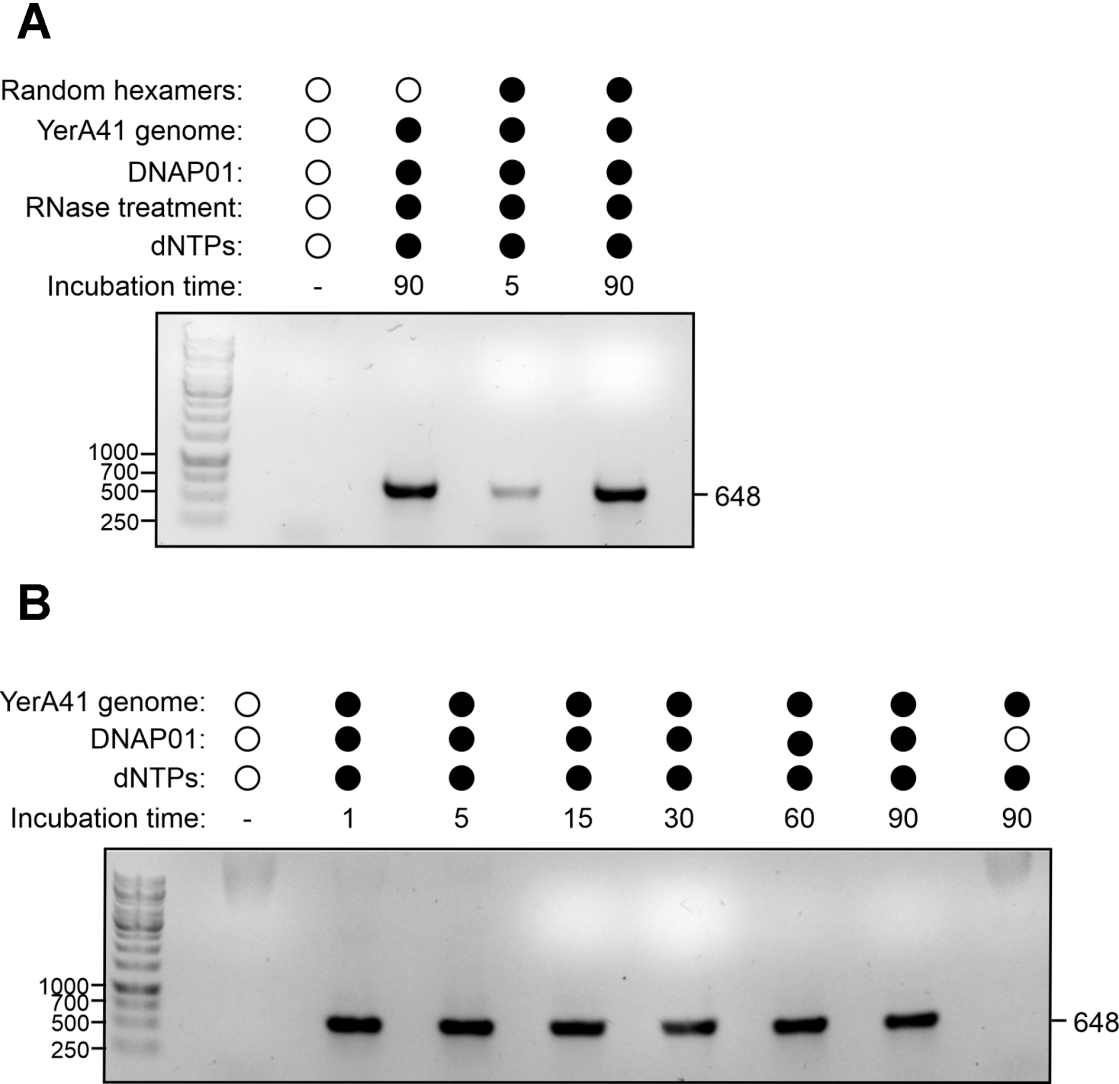
RNase A treatment does not affect activity of DNAP01, which produces enough extension even in 1 min. **Panel A**. Influence of RNase A treatment on DNAP01 activity. **Panel B**. Influence of incubation time on DNAP01 activity. In both panels, the obtained PCR products were analysed in 1% agarose gel electrophoresis. Above the gel images are indicated the added reagents and any special conditions applied to the DNAP01 incubation. Aliquots of the samples were used as templates for PCR with Dream-taq using gp8 primers, as described in the methods section. The sizes of the bands are given in bp, and the incubation times, in min.

### YerA41 complete genome was determined using DNAP01 treated samples

Previously, sequencing of the YerA41 genome could only be performed by RNA sequencing of the RNA isolated from host bacteria infected with the phage (8). The DNAP01 activity opened a new possibility. We reasoned that the treatment of the genome of YerA41 with the DNAP01 would deliver a product that could be amplified by PCR and then sequenced. Using this approach, we should be able to amplify DNA fragments between adjacent RNA-seq-derived scaffolds by PCR using as a template the genomic material incubated first with DNAP01 plus dNTPs. To this end, primers for PCR were designed pointing outwards from both ends of the nine scaffolds and used initially in all possible combinations. Whenever a PCR-product was obtained its sequence was determined by Sanger sequencing. This way, all the gaps between the scaffolds were filled and the full DNA sequence of the YerA41 genome was obtained resulting in a total genome size of 145,577 bp. The genome assembled into a circular form and our data did not allow detection of physical termini. As the predicted genes were organized in two major blocks with divergent orientation, the genome was therefore re-organized based on the overall organization of the genes such that the forward genes are in the left end and the reverse genes in the right end of the genome (Supplementary Figure S14). The genome contains altogether 213 predicted protein coding and 3 tRNA coding genes. While altogether 42 putative sigma-70 like promoters were identified upstream the predicted genes (Supplementary Table S6), only one rho-independent terminator was detected between the g161 and g162 genes that are the last genes in the forward and reverse oriented gene blocks (Supplementary Figure S14). The annotations of the genes have been described in details earlier (8). Based on several lines of evidence, exemplified by the VIPTree analysis against all sequenced bacteriophages (Supplementary Figure S15), YerA41 is the first representative of a new family of phages. Its morphological features resemble those of jumbo phages infecting both Gram-positive and –negative bacteria.

## DISCUSSION

We describe here a bacteriophage with a genome containing a novel bulky nucleotide modification in its DNA, whilst packaging DNA in its capsid at a lower density compared to other DNA phages. We hypothesised how these two observations are related. The reconstruction of the YerA41 larger morphological variant capsid, YerA41-B, shows it has a T-number of 28 with *laevo* handedness. This differs to previously reported T = 28 capsids, which reported *dextro* handedness, in the cases of 121Q(33), phAPEC6(39) and ΦXacN1(40). Nevertheless, a *laevo* handedness for YerA41-B is supported by the fitting of the canonical HK97 major capsid protein fold. The 131 nm diameter and the T-number of the YerA41-B capsid is consistent with those of jumbophages (33), despite the total length of the YerA41 genome of ca. 146 kb (Supplementary Figure S14) being less than the 200 kb threshold generally considered to define this class. The 33–36 Å spacing between layers of the genome cargo inside the capsid indicates a low density of packing, compared to many lower T-number members of the *Caudovirales* which have values closer to 25 Å (41). This wider spacing and lower packing density is consistent with a large volume for the relatively short genome. The calculated density for the YerA41-B head is, however, markedly low, at ∼0.23 bp/nm^3^, compared to other jumbophages (33). Phage G possesses a T = 52d capsid and a calculated density of 0.39 bp/nm^3^, which is also lower than that of other described jumbophages (33). Phage G does not apparently show layers of genomic material around the inside of its capsid, which likely only arise as the result of DNA close-packing. The presence of visible genome layers inside YerA41-B indicates its density may therefore be higher, and its volume of ∼620 × 103 nm^3^ is indeed sufficient to store at least two copies of the 146 kb genome. This would increase internal density to ∼0.47 bp/nm^3^. Interestingly, the small morphological variant capsid, YerA41-S, could accommodate one full length of the YerA41 genome. Based on the diameter of YerA41-S, its volume will be ∼2.7 × 10^5^ nm^3^, implying a density of ∼0.5 bp/nm^3^ in this instance, which is also within the expected range of capsid densities.

Given that only one copy of the 146 kb genome is presumably required for infection, and terminal redundancy of packaged DNA has not been observed over 35% of the genome length (33), a proportion of the excess storage volume inside YerA41-B is likely filled by the large nucleotide hypermodifications described in this study. In particular, by the glycosubstitution of thymidines. While the calculated thymidine percentage in the YerA41 genome is 34%, the estimated nucleotide percentages of T, dA, dG and dC are 15, 40, 20 and 25%, respectively (Table 1). The values of dA and dG include a little extra due overlapping of the T-substitution in the HPLC. Assuming that, T% should be 34%, it can be estimated that 56% of thymidine residues could be substituted in this way.

The additional storage requirements that result from the glycosubstitution of thymidines can therefore be estimated as follows. The calculated molecular mass of the phage genomic DNA, consisting of 145,577 bp without terminal repeats, is 89.97 × 10^6^ Da, taking 618 Da as the average mass of an unmodified basepair. If all the thymidines present in the 98567 AT base pairs of the genome are fully substituted, this would contribute an additional 1044 Da per AT basepair, and altogether an additional 102.9 × 10^6^ Da per genome. Assuming, however, that 56% of thymidines are modified, this figure is 57.63 × 10^6^ Da. This is 64% percent of the unmodified genome's molecular weight, and as such is a significant addition. Whilst the structure of this modification is yet to be characterised, given its size it likely imposes additional storage requirements on the capsid and the genome arrangement inside, which may be explained by the capsid's large diameter and the wide spacing between genome layers (Figure 1).

Apparently, due to the massive glycosubstituted thymidine in the DNA, YerA41 requires a unique DNA polymerase for replication. Here we carried out the first characterization of DNAP01, the YerA41 DNA polymerase. DNAP01 is packaged inside the mature phage particle (8) indicating that it is required by the phage immediately upon infection. To better understand the behaviour of DNAP01 and its polymerase activity, we expressed and purified the protein and characterised it using in vitro assays. While the His-tagged DNAP01-Ct was almost insoluble, the full length His-tagged DNAP01 was fully soluble, which facilitated in its purification. The folding problem of DNAP01-Ct was probably caused either by the lack of the N-terminal domain or by the lack of an appropriate chaperone in the expression host (42–44).

Importantly, the activity of DNAP01 was used in an assay where the YerA41 genomic material functioned as a template. This far, no other DNA polymerase had been able to replicate it. Not only could DNAP01 use the YerA41 genomic material as template, it accomplished that without any added primers (Figure 3). Incubation of the YerA41 genomic material with T4 DNA polymerase in a similar setting did not generate a template for PCR (Supplementary Figure S16). It is possible that DNAP01 could be a primer-independent DNA polymerase (45). In conclusion, the assays performed in this study clearly demonstrated the DNA polymerase activity of DNAP01 and its capacity to use YerA41 genome as template. Further research is required to characterize the protein and fully understand its possible applications.

In conclusion, we describe here YerA41, a novel type of (pseudo)jumbo phage that requires a jumbo capsid to package its heavily thymidine-modified DNA. YerA41 uses its own DNA polymerase, DNAP01, to replicate its modified genomic DNA. Further studies are due to fully characterize this bacteriophage and the molecular mechanisms involved in its life style.

## DATA AVAILABILITY

Cryo-EM data is available through the Electron Microscopy Data Bank (https://www.ebi.ac.uk/pdbe/emdb/) with accession number EMD-12590, and was deposited with wwPDB (https://www.wwpdb.org). The *E. coli* strain carrying the plasmid pET28a-DNAP01 generated in this study has been deposited to the Skurnik laboratory bacterial strains collection under the storage number #6800. The authors declare that all other data supporting the findings of this study are available within the paper and its supplementary information files. Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Mikael Skurnik.

### ACCESSION NUMBERS

The annotated sequence data of YerA41 has been submitted in GenBank under the accession number MW570730.

## Supplementary Material

gkac203_Supplemental_File

# Supplementary material for: The DNA polymerase of bacteriophage YerA41 replicates its T-modified DNA in a primer-independent manner
**Source:** Nucleic Acids Res. 2022 Mar 31;50(7):3985–97. doi: 10.1093/nar/gkac203
**Supplement:** gkac203_Supplemental_File

Supplementary data

The DNA polymerase of bacteriophage YerA41 replicates its T-modified DNA in a primer-independent manner

Miguel V. Gomez-Raya-Vilanova¹, Katarzyna Leskinen¹, Arnab Bhattacharjee^{1,2}, Pasi Virta³, Petja Rosenqvist³, Jake L. R. Smith⁴, Oliver W. Bayfield⁴, Christina Homberger⁵, Tobias Kerrinnes⁶, Jörg Vogel^{5,6,7}, Maria I. Pajunen¹, Mikael Skurnik^{1,8,*}

Supplementary report

How contaminating ribosomes misled the determination of the nucleotide composition of phage genomic material

Introduction

Bacteriophages often protect their genomic DNA against degradation by host bacterial defence systems such as restriction enzymes by introducing substitutions to nucleotides. To elucidate the nucleotide modifications present in YerA41, genomic material isolated from concentrated phage lysate was processed into nucleosides and the nucleoside composition was determined as described in the main text.

Materials and methods

RNA isolation from phage particles

To an aliquot of purified phage YerA41 lysate in 100 μ L SM buffer, containing $10^9 - 10^{12}$ PFU, 1.3 μ L of DNase I (1 U/mL) and 0.5 μ L RNase A (10 mg/mL) were added, and the tube was incubated at 37°C for 30 min. Thereafter the total RNA was isolated from the samples using the RNeasy® Mini Kit (Cat no. 74104, Qiagen) starting at the step of bacterial RNA isolation where 350 μ L buffer TLE is added to the 100 μ L sample. After vortexing the sample, 250 μ L absolute ethanol was added to the sample, mixed by pipetting and immediately transferred to an RNeasy mini column. After centrifugation, the bound RNA was washed once with 700 μ L buffer RW1, and twice with 500 μ L buffer RBE according to the kit instructions. The RNA was eluted into 50 μ L RNase free water, and immediately, after removing a 10 μ L aliquot for quality control stored on ice, the remaining sample was stored at -70°C.

The RNA concentrations were determined using the Qubit™ RNA High Sensitivity Assay kit (Cat. no. Q32852, Invitrogen, Eugene, Oregon, USA), and the DNA concentrations, using the Qubit™ dsDNA Broad Range Assay kit (Cat. no. Q32850, Invitrogen). The size distribution of the RNA molecules was analysed by TapeStation device (Agilent Technologies, Inc., Santa Clara, CA, USA) at Biomedicum Functional Genomics Unit, University of Helsinki (<https://www2.helsinki.fi/en/infrastructures/genome-analysis/infrastructures/biomedicum-functional-genomics-unit-fugu/fugu-genomics-instruments>).

Phage lysate RNA concentration measurements

The concentrations of free RNA in phage lysates ($10^{12} - 10^{13}$ PFU/mL) were measured using Qubit™ RNA High Sensitivity Assay kit. Thirty 30 μ L of lysate was diluted with 70 μ L of SM buffer to obtain untreated test lysate (UTL). A 1:10 dilution of UTL was prepared and a 2 μ L aliquot was used to determine its RNA concentration with Qubit. After that either 0.5 or 1 μ L of RNase A (10 mg/mL) was added to UTL and incubated at 37°C for 60 min to get RNase treated test lysate (RTL). RNA concentration of RTL was determined directly using a one μ L sample. Finally, using RNeasy® Mini Kit, total RNA was isolated from RTL, and the RNA was eluted with 50 μ L RNase free water. A 1:10 dilution was prepared immediately from the eluate, and its RNA concentration was measured with Qubit using a 2 μ L aliquot. The measurements were then used to calculate the corresponding RNA concentrations present in the original undiluted phage lysates.

RNA-sequencing

RNA quality was checked using the Bioanalyzer RNA 6000 Nano kit (Agilent). cDNA libraries were prepared from 100 ng of total RNA. After fragmentation for 5 min using Mg ions the RNA was treated with T4 PNK for phosphorylation/dephosphorylation and RppH for decapping followed by NEBNext® Multiplex Small RNA Library Prep. (New England Biolabs). rRNA depletion was not performed. The number of the PCR cycles was determined to 12 by qPCR and the elongation time was set to 30 sec. Libraries were quantified before and after pooling by Qubit™ dsDNA HS Assay Kit (3.0 Fluorometer; ThermoFisher) and quality was checked using Bioanalyzer High Sensitivity DNA kit (Agilent). Sequencing of pooled libraries, spiked with 1% PhiX control library, was performed in single-end mode with 75 cycle High Output Kit v2.5 on the NextSeq 500 platform (Illumina). Demultiplexed FASTQ files were generated with bcl2fastq2 v2.20.0.422 (Illumina).

To assure high sequence quality, Illumina reads were quality- and adapter-trimmed via Cutadapt (1) v2.5 using a cutoff Phred score of 20 in NextSeq mode, and reads without any remaining bases were discarded (command line parameters:

```
--nextseq-trim=20 -m 1 -a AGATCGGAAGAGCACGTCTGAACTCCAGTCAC
```

Afterwards, we applied the pipeline READemption (2) v0.4.5 to align all reads longer than 11 nt (-l 12) to the *Yersinia ruckeri* strain CSF007-82 (NCBI Acc.-No: LN681231.1, LN681229.1, LN681230.1) as well as *Yersinia* phage YerA41 (NCBI Acc.-No: MW570730) genomes using segemehl v0.2.0 (3) with an accuracy cut-off of 95% (-a 95). We applied READemption to generate coverage plots representing the numbers of mapped reads per nucleotide. Here, we used sequencing depth-normalized plots from output folder coverage-tnoar_min_normalized for visualization in the genome browser. We used READemption gene_quanti to quantify aligned reads overlapping genomic features by at least 10 nts (-o 10) on the sense strand (-a). For this, we applied CDS, rRNA and tRNA annotations from NCBI for the bacterium and for the phage.

RNase A and DNase I treatment of YerA41 genomic material

RNase A treatment was performed in samples with 30 μ L final volume. Three μ L of 10x DNase buffer (Promega, USA) and 1.5 μ L of RNase A enzyme were added to a mixture of 15.5 μ L of nuclease-free water and 10 μ L of YerA41 genomic material (concentration of 50 ng/ μ L). The mixture was incubated for 30 min at 37°C and then stored at -70°C. The DNase I treatment was carried out with the same protocol with 1U of Promega's RQ1 RNase-Free DNase (Cat.# M6101).

Results

Nucleoside composition of YerA41 genomic material isolated from conventional phage stock

The YerA41 genomic material, isolated by phenol-chloroform extraction as described in the main text, was digested using the Nucleotide digestion mix, and analyzed by chromatography and mass spectrometry to elucidate the nucleoside composition (**Figure I panel C**). Interestingly, apart from the canonical deoxyribonucleosides, deoxyadenosine (dA), deoxyguanosine (dG), deoxycytosine (dC) and thymidine (T) present in DNA, ribonucleosides adenosine (A), guanosine (G), cytosine (C) and uridine (U), usually present in RNA molecules, were also found (**Figure I panel C**).

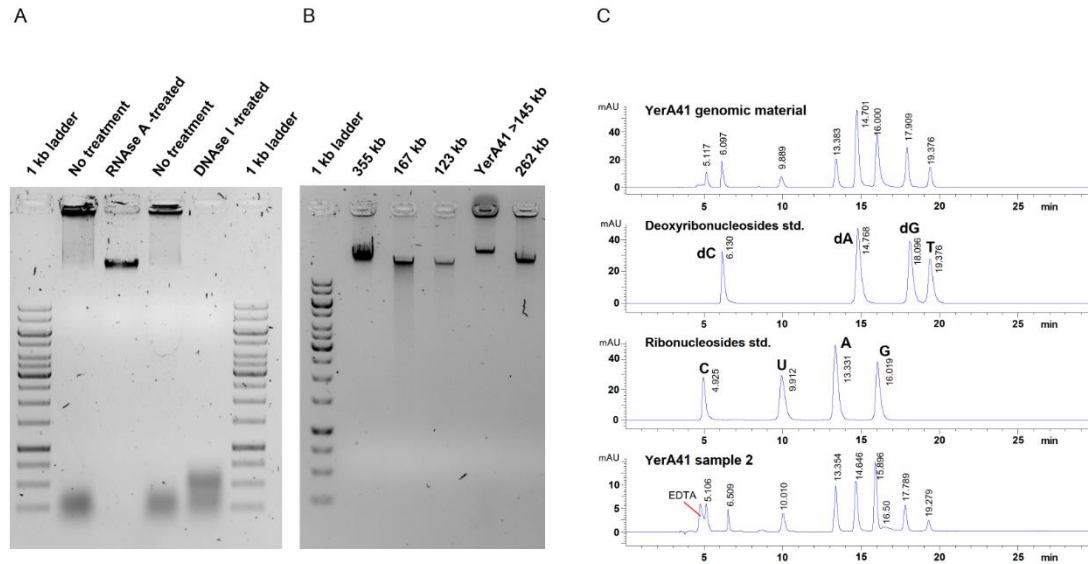

Figure I. Analysis of the genomic material of phage YerA41. **Panels A and B.** 1% agarose gel electrophoresis analysis of phage YerA41 genome samples without and with RNase A or DNase I treatment (panel a), and in comparison to other phage DNA samples of different sizes (355 kb, fHe-Yen9-04, acc.no LT960551; 167 kb, ϕ R1-RT, acc.no HE956709; 123 kb, ϕ R2-01, acc.no HE956708; 262 kb, ϕ R1-37, acc.no AJ972879) (panel b). **Panel C.** HPLC analyses of two independently isolated genomic material of YerA41 digested into nucleosides compared with ribonucleoside and deoxyribonucleoside standards. UV detection wavelength = 260 nm.

The phage particles were RNase-treated prior to the genomic material was isolated, however, that would not exclude the possibility of some RNA contamination in the samples. The analysis was repeated from another batch of phage with almost identical results. In addition, we have used identical preparation methods to genomic materials of other phages and never seen even traces of NTPs in the samples, thus these results indicated that RNA forms part of the genomic material of YerA41. Prompted by this finding, we treated the genomic material with RNase A and observed a change in the migration profile in the agarose gel electrophoresis (**Figure I panel A**). The gel demonstrates well the influence of both DNase I and RNase A on the genomic material. The RNase A -treatment released the DNA to migrate from the wells into the gel, and at the same time degraded the small RNA species that migrated in the front of the gel. Very interestingly, the DNase I -treatment, in addition to degrading the DNA, released new RNA material that migrated slower than the intact small RNA in the gel. While nothing conclusive could be said on the size distribution of the released RNA molecules based on the DNA gel, they migrated faster than rRNA in similar DNA gels, so it was safe to conclude that the majority of these RNA molecules were likely below 1000 nt in length.

In light of the above results, the RNA and DNA concentrations of genomic materials isolated from phage YerA41 and from a control DNA phage using the phenol-chloroform extraction protocol were determined using the Qubit assay kits that allow independent measurement of both types of nucleic acids. The results (**Table I**) showed that consistently RNA was present in the YerA41 genomic material in equal quantity to DNA. On the contrary, for the control phage fEin-Pmi01, the amount of RNA was below 10 % from that of DNA.

Table I. RNA and DNA contents of genomic material isolated from phage YerA41 lysates using the phenol-chloroform (Ph/Chl) extraction method and the the RNeasy kit protocol. Phage fEin-Pmi01 lysate was used as a control for Ph/Chl extraction.

Sample	PFU / ml	Sample volume	Method	Final susp. vol.	RNA ng/ μ l	Total RNA ng	RNA ng/ 10^{10} PFU	Extrapolated RNA conc in original lysate (μ g/mL)	DNA ng/ μ l ^a	Total DNA ng ^a	DNA ng/ 10^{10} PFU
YerA41 b-2	$3.95 \cdot 10^{12}$	400 μ l	Ph/Chl	100 μ l	19.2	1920	12.5	4.8	16.2	1620	10.3
YerA41 b-3	$3.95 \cdot 10^{12}$	400 μ l	Ph/Chl	100 μ l	20.8	2080	13.2	5.2	17.0	1700	10.8
YerA41 d	$3.0 \cdot 10^{13}$	400 μ l	Ph/Chl	200 μ l	24.3	4860	4.1	12.15	31.3	6260	5.2
fEin-Pmi01	$1.25 \cdot 10^{11}$	400 μ l	Ph/Chl	50 μ l	2.80	140	28	0.35	29.8	1490	298
YerA41 b-11	$3.95 \cdot 10^{12}$	1200 μ l	Ph/Chl	300 μ l	37.2	11160	23.5	9.3	35.1	10530	22.2
YerA41 b-12	$3.95 \cdot 10^{12}$	1200 μ l	Ph/Chl	300 μ l	39.2	11760	24.8	9.8	38.7	11610	24.5
YerA41 b	$3.95 \cdot 10^{12}$	100 μ l	RNeasy	50 μ l	45.0	2250	57.0	22.5	<<	<<	<<
YerA41 d-1	$3.0 \cdot 10^{13}$	100 μ l	RNeasy	50 μ l	430	21500	71.7	215	1.96	98	0.33
YerA41 d-1	$3.0 \cdot 10^{13}$	30 μ l	RNeasy	50 μ l	640	32000	355	1067	n.m.	n.m.	--
YerA41 d-2	$3.0 \cdot 10^{13}$	30 μ l	RNeasy	50 μ l	230	11500	128	383	n.m.	n.m.	--
YerA41 d-3	$3.0 \cdot 10^{13}$	30 μ l	RNeasy	50 μ l	323	16150	179	538	n.m.	n.m.	--

^a <<, under detection limit; n.m., not measured

To carry out further the RNA analysis, total RNA was extracted directly from the phage particles using the RNeasy mini kit (**Table I**). Surprisingly, the RNA yield was consistently very high, at best $355 \text{ ng} / 10^{10} \text{ PFU}$. When compared to the total amount of RNA present in the phenol-chloroform extracted genomic material, the yields in the latter were >10-fold smaller, at best $24.8 \text{ ng} / 10^{10} \text{ PFU}$, indicating that a majority of RNA was lost during the phenol extraction. The same apparently happened also to DNA as the calculated mass of the 145 kb phage genomic DNA would be $1600 \text{ ng} / 10^{10} \text{ PFU}$, and the best yield was only $24.5 \text{ ng} / 10^{10} \text{ PFU}$ (**Table I**). It was very likely that the isolation methods should be further optimized for quantitative recovery of the genomic material.

An aliquot of the isolated RNA from lysate d was analysed using the TapeStation instrument to get an idea of the size distribution of the molecules (**Figure II**). While most of the RNA molecules were of 50 – 200 nucleotides in size, the presence of longer, up to 6000 nt long molecules were detected.

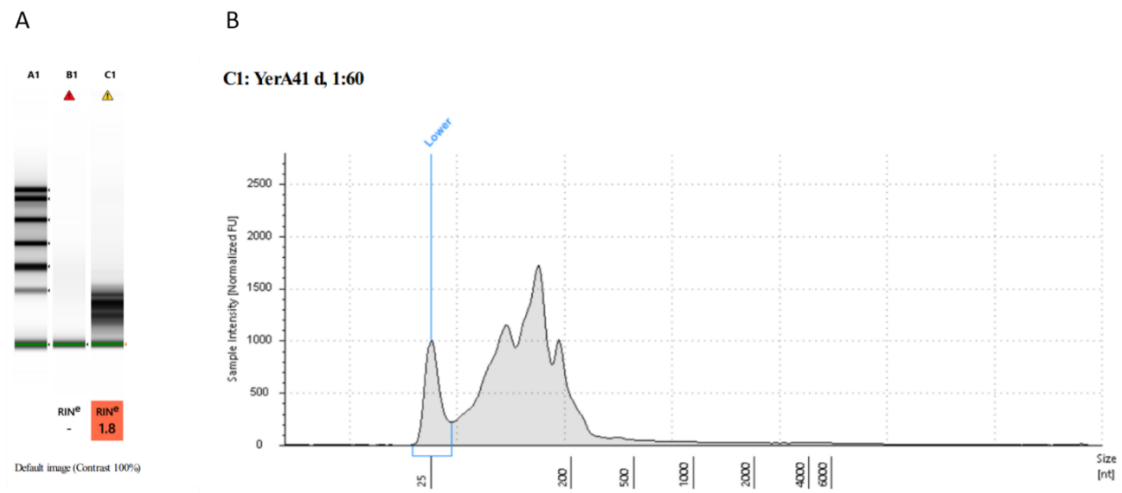

Figure II. Size distribution of RNA molecules isolated from phage particles using the Qiagen RNeasy Mini Kit. **Panel A.** The digital TapeStation image of the analysed samples. **Lane A1**, size standards (from top, 6000, 4000, 2000, 1000, 500, 200 and 25 nucleotides); **Lane B1**, Yera41 RNA sample M (too dilute for analysis); **Lane C1**, Yera41 RNA sample d1 (1:60 diluted). **Panel B.** The sample intensity graph of the Yera41 RNA sample d1.

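RNA that was isolated with the RNeasy Mini Kit from 2 lysates of phage YerA41, named b and d, was sequenced as 9 libraries. By the protocol of the Supplementary Report, the lysate was treated with DNase I and RNase A before the isolation. The reads therefore describe the RNA left after this treatment and not all RNA of the lysate. YerA41 infects Yersinia ruckeri, a pathogen of fish, so that the libraries can hold RNA of the host and of the phage. Lysate d had the higher titre, 3.0e13 PFU/ml, and Table I gives that of lysate b. The groups are lysate b in batch 1, lysate d in batch 1 and lysate d in batch 2, with 3 libraries each. The labels do not say what a batch is. The isolations of batch 1 are an unnumbered one, I and II for each lysate, and those of batch 2 are 1, 2 and 3. The RNA concentrations of the unnumbered isolation, I and II were 45, 730 and 317 ng/µl for lysate b and 430, 760 and 235 ng/µl for lysate d. In batch 2 they were 640, 230 and 323 ng/µl. The concentrations of isolations I and II come from the sample labels, and Table I lists the other ones. For the unnumbered isolations Table I gives 100 µl of lysate, and for those of batch 2 it gives 30 µl. The volumes for I and II are not listed there, so that batch and lysate volume cannot be told apart in lysate d.
Each library was prepared from 100 ng of RNA after chemical fragmentation, without depletion of rRNA and with 12 PCR cycles, and it was sequenced from one end in 75 cycles. The authors trimmed the reads with Cutadapt 2.5 and aligned those of at least 12 nt with segemehl, run by the READemption pipeline at an accuracy of 95%, to the chromosome and plasmids of a Y. ruckeri reference strain and the YerA41 genome together. The paper states that the phage was propagated in strain RS41, while the Supplementary Report names the reference strain as CSF007-82 in its methods and as PB-H2 in its results. Gene positions and the plasmids pYR2 and pYR3 are therefore those of the reference, and whether RS41 carries these plasmids was not tested. Sense reads that overlapped an annotated gene by at least 10 nt were counted for it. Reads with several equally good positions were split among these positions in equal parts, so that the deposited values are estimated counts that need not be whole numbers. They cover 3844 CDS, 22 rRNA genes and 83 tRNA genes. Reads outside these genes are in no total.
The counted reads came to 13802003, 12303665 and 12396941 in the unnumbered isolation, I and II of lysate b, to 12330785, 13186107 and 12929876 in those of lysate d of batch 1, and to 13613764, 12384814 and 11190272 in isolations 1, 2 and 3 of batch 2. From the counts, shares of the counted reads and reads per nucleotide of gene were computed per library. Groups were compared with exact permutation tests for single values and with edgeR for the protein-coding genes, on counts rounded to whole numbers. The libraries are repeated isolations from the same lysates, and p-values therefore measure the spread between isolations and not that between lysates. Reads as short as 12 nt can find several positions, and equal splitting then spreads the reads of one RNA over several genes.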

The RNA samples isolated from lysates b and d (**Table I**) were submitted to RNA-sequencing. The sequence reads were aligned to the reference genomes of both the host bacterium *Y. ruckeri* PB-H2 chromosome (Acc.no. LN681231.1) plus its plasmids pYR2 (Acc.no. LN681229.1) and pYR3 (Acc.no. LN681230.1), and that of phage Yera41 (Acc. no MW570730). 

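The rRNA genes of the Y. ruckeri chromosome took most of the counted reads in every library. The share was lowest in isolation 2 of batch 2 of lysate d, at 99.82% (95% Wilson confidence interval 99.814% to 99.819%), and highest in the unnumbered isolation of lysate b, at 99.85% (95% Wilson confidence interval 99.852% to 99.856%). These intervals cover counting error only, since PCR reads without molecular identifiers are not independent molecules. The chromosome carries 7 rDNA operons with 7 copies of the 16S gene of 1462 nt, 7 copies of the 23S gene of 2907 nt and 8 copies of the 5S gene of 120 nt. On the plus strand, the 16S genes CSF007_1565 and CSF007_4200 lie from 338400 to 339861 and from 893201 to 894662 on the reference chromosome used by the authors. The other 16S genes lie on the minus strand and start at 2917380 (CSF007_14100), 3471391 (CSF007_16575), 3510075 (CSF007_16755), 3655374 (CSF007_17440) and 3788008 (CSF007_18055).
The 16S gene CSF007_1565 had 336001 ± 136299 reads (SD, n = 9 libraries), the 23S gene CSF007_1580 (340624 to 343530) had 1356619 ± 160249 reads (SD, n = 9) and the 5S gene CSF007_1585 (343638 to 343757) had 102455 ± 21681 reads (SD, n = 9). Mean reads ran from 335493 to 347310 over the 16S copies and from 1354696 to 1365973 over the 23S copies. The 5S copies had between 102268 and 102457 reads, apart from CSF007_16550 (3467386 to 3467505), which had 75699 ± 15788 reads (SD, n = 9). Since reads that fit several copies were split equally, the counts of near-identical copies are not separate measurements.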

The results surprisingly revealed that >90% of the RNA-reads aligned to the rDNA operons of the host bacterium (**Figure III**).

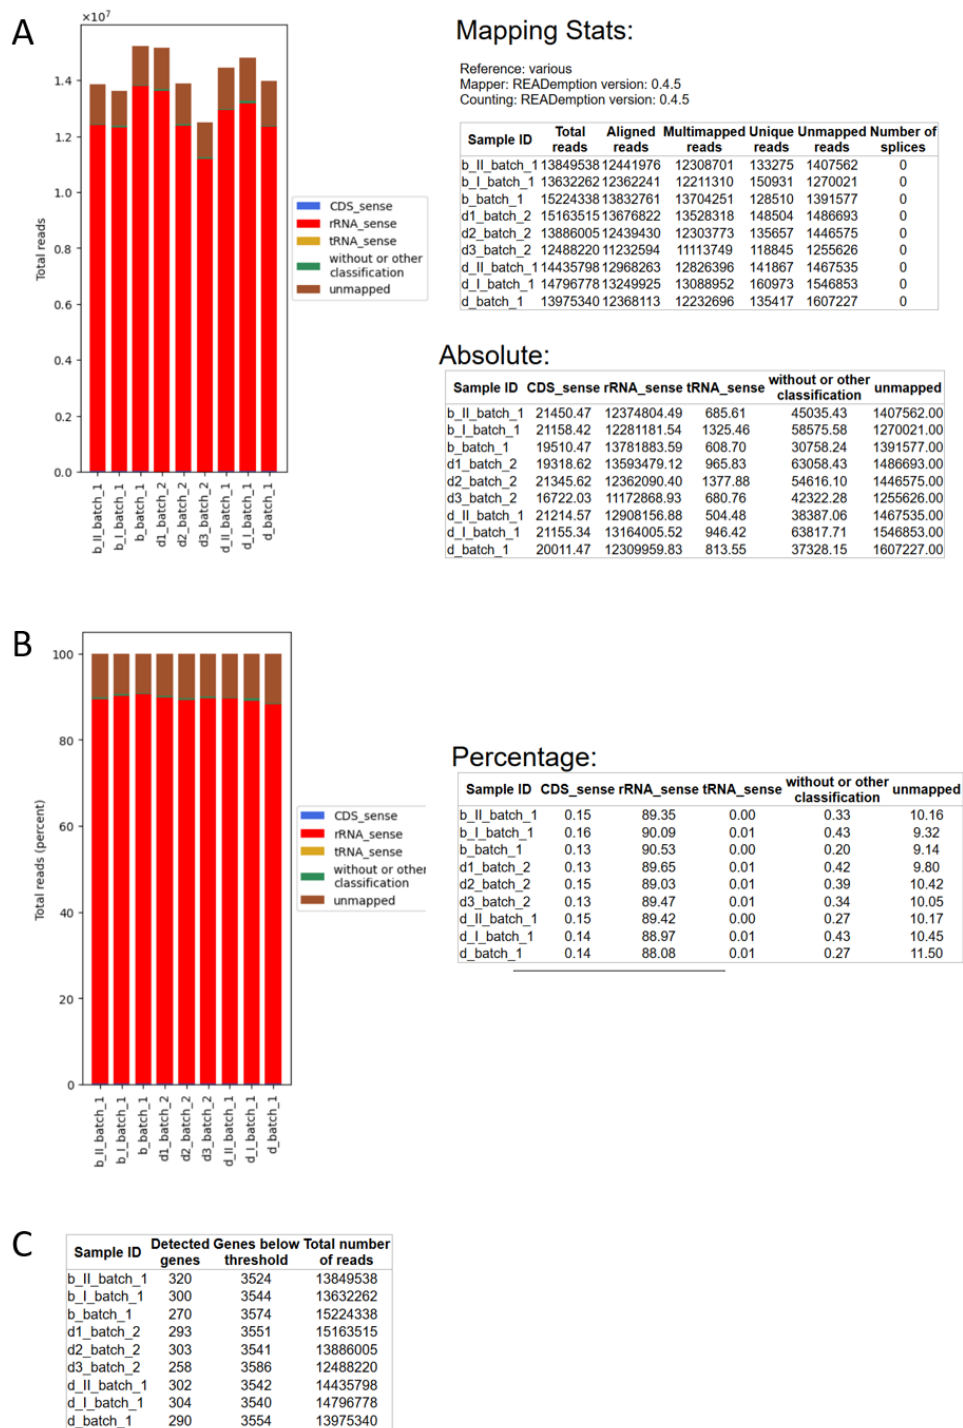

Figure III. Summary of RNA-sequencing data on RNA isolated from Yera41 lysates b and d analysed in 3 replicates. **Panel A.** Absolute read numbers showing the read mapping statistics against the reference genomes of the host bacterium *Y. ruckeri* PB-H2 chromosome (Acc.no. LN681231.1) and its plasmids pYR2 (Acc.no. LN681229.1) and pYR3 (Acc.no. LN681230.1) and that of phage Yera41 (Acc. no MW570730). Reads that mapped to multiple locations equally well (e.g. rRNA reads) were divided equally amongst potential mapping locations. The graph shows the distribution of the reads among the different target categories. **Panel B.** Distribution of the read numbers as percentages among the different target categories. **Panel C.** Number of expressed protein coding genes identified (>10 reads mapped)

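About 300 of the 3844 CDS passed the threshold of Fig. III of more than 10 reads in a library. There were 296 ± 25.7 (SD, n = 3) such CDS in lysate b, 299 ± 7.57 (SD, n = 3) in lysate d of batch 1 and 285 ± 23.6 (SD, n = 3) in lysate d of batch 2. 192 CDS passed it in all 9 libraries and 457 in at least 1. CDS reads came to 16722 to 21450 per library, and the 10 CDS with the most reads held 19.9% of them.
Tagatose-6-phosphate kinase AgaZ (CSF007_2530, chromosome, 544490 to 545770, plus strand) had the highest mean, with 584 ± 61.0 reads (SD, n = 9). It was followed by the GTPase EngC (CSF007_1885, 403748 to 404797, minus strand), which acts on the small ribosomal subunit, with 529 ± 54.7 reads (SD, n = 9). Phosphoenolpyruvate synthase (CSF007_9650) had 483 ± 41.9 reads (SD, n = 9), aspartate carbamoyltransferase (CSF007_15985), an enzyme of pyrimidine synthesis, had 421 ± 30.3 (SD, n = 9), and trigger factor (CSF007_4685), the chaperone at the ribosome's exit tunnel, had 404 ± 41.9 (SD, n = 9). The remaining 5 of the 10 host CDS with the most reads had means between 387 (topoisomerase IV subunit B, CSF007_15415) and 263 (the hydrogen peroxide-inducible genes activator, CSF007_17475). Of the RNA polymerase subunits, beta' (CSF007_16655) had 72.4 ± 8.62 reads (SD, n = 9), beta (CSF007_16660) 34.0 ± 5.80 (SD, n = 9) and alpha (CSF007_1495) 3.06 ± 1.89 (SD, n = 9). The FliC flagellin loci CSF007_11070 and CSF007_11080 had 0.556 ± 0.646 and 0.759 ± 0.545 reads (SD, n = 9).
Of the 213 phage CDS, 9.67 ± 1.15 (SD, n = 3) passed the threshold in lysate b, 10 ± 0 (SD, n = 3) in lysate d of batch 1 and 9 ± 1 (SD, n = 3) in lysate d of batch 2, 8 of them in all 9 libraries. The hypothetical gene g011 (phage genome, 4440 to 5012, plus strand) had 126 ± 17.1 reads (SD, n = 9), the structural protein gene g201c (135123 to 136328, minus strand) 63.7 ± 11.7 (SD, n = 9), the structural and DNA repair ATPase gene g118 (64133 to 64690, plus strand) 62.0 ± 29.8 (SD, n = 9) and the ADP-ribosylating toxin gene g070 (32046 to 32420, plus strand) 57.6 ± 8.60 (SD, n = 9). The remaining 6 of the 10 phage CDS with the most reads had means between 26.4 (the dUTP diphosphatase gene g068) and 7.60 (g148). The polymerase gene g144 had 4.53 ± 2.33 reads (SD, n = 9), g158, annotated as a family X DNA polymerase, 7.37 ± 2.10 (SD, n = 9) and the structural protein gene g200c 2.53 ± 1.57 (SD, n = 9). Means for g113, g171c, g161 and g162c lay between 0.222 and 0.347 reads. Over all CDS of a replicon, the chromosome had 5.96 ± 0.452 reads per kilobase (SD, n = 9), plasmid pYR3 6.03 ± 0.535, plasmid pYR2 11.8 ± 1.19 and the phage 3.97 ± 0.463. The pYR2 value rests on 119 ± 12.0 reads (SD, n = 9) over 16 CDS, with 108 of them on average on the 8 CDS of the minus strand. Of the pYR2 CDS, 1 or 2 passed the threshold in each library.
The number of CDS past the threshold in lysate b minus that in lysate d of batch 1 was -2.33 (exact permutation test, p = 0.8, n = 3 against 3), and in lysate d batch 2 minus batch 1 was -14 (exact permutation test, p = 0.6), with -0.667 without isolation 3 of batch 2 and -23.2 without isolation 2. The first difference turned to 11.3 without the unnumbered isolation of lysate b and to 0.333 without isolation I of lysate d. With counts rounded to whole numbers it was 0. With a threshold of more than 5 reads it turned to 10.3, and the 3 groups had 509, 499 and 489 CDS, against 174, 175 and 162 with more than 20 reads.

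**Figure D2:**
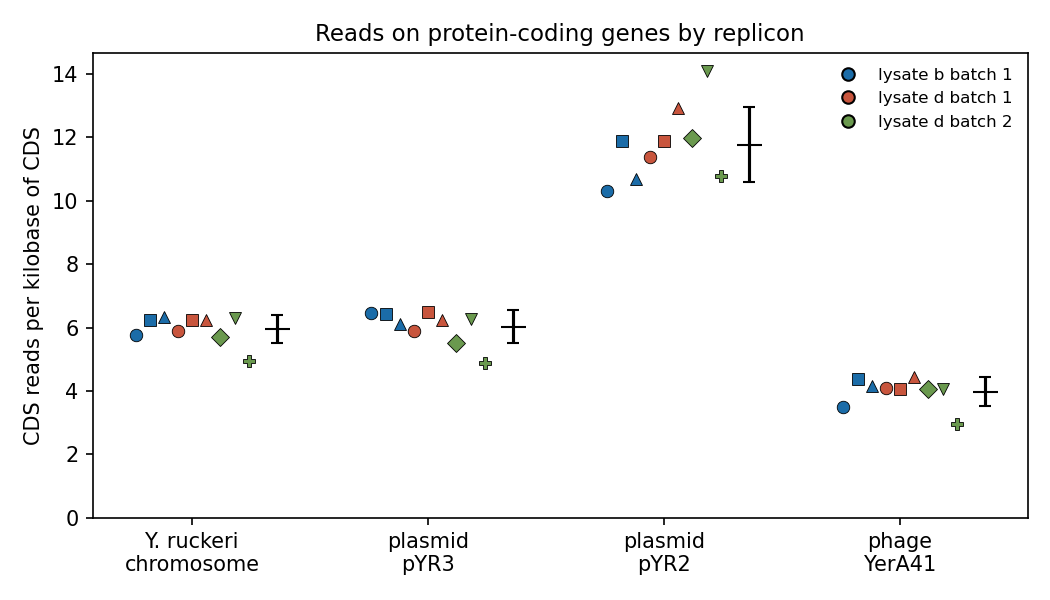
CDS reads per kilobase of CDS (y axis) on the chromosome and plasmids of Y. ruckeri and on phage YerA41 (x axis). Each symbol is 1 library, colours give the lysate and batch, and horizontal marks and bars are means and SD over the 9 libraries. In every library the phage value lies below that of the chromosome, at 0.598 to 0.713 times it.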

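Among the protein-coding genes with enough reads for the test, 3 were called between the batches of lysate d, and the number of calls depended on the settings. Between the lysates edgeR's quasi-likelihood test called 0 CDS higher and 0 lower in lysate b among 317 tested, with 10 at an unadjusted p under 0.05, and DESeq2 also called 0. Between the batches it called 3 CDS higher and 0 lower in batch 2 among 312 tested, with 36 at an unadjusted p under 0.05. DESeq2 called 2 higher and 0 lower. Batch 2 was isolated from 30 µl of lysate and the unnumbered isolation of batch 1 from 100 µl. Batch and lysate volume can therefore not be told apart here. The putative periplasmic substrate-binding transport protein CSF007_11785 (chromosome, 2439556 to 2440692, minus strand) rose from 7.28 ± 3.70 reads (SD, n = 3) in batch 1 to 30.4 ± 12.6 (SD, n = 3) in batch 2, a log2 fold change of 2.17 (standard error 0.35, adjusted p = 0.00785, edgeR). The partitioning protein gene parA of plasmid pYR2 (CSF007_p0020, 4734 to 5618, minus strand) rose from 7.36 ± 5.14 reads (SD, n = 3) to 21.3 ± 5.29 (SD, n = 3), a log2 fold change of 1.65 (standard error 0.36, adjusted p = 0.0464, edgeR). Its call was lost in DESeq2 (adjusted p = 0.0671) and in 4 of the 6 edgeR fits with 1 library left out (adjusted p = 0.108 to 0.181), and over these 6 fits its log2 fold change ran from 1.26 to 2.31. EptA (CSF007_9490, chromosome, 2001817 to 2003421, plus strand), which adds phosphoethanolamine to lipid A, rose from 49.6 ± 11.0 reads (SD, n = 3) to 83.9 ± 10.9 (SD, n = 3), a log2 fold change of 0.88 (standard error 0.16, adjusted p = 0.0121, edgeR). Its call was lost without isolation 1 of batch 2 (adjusted p = 0.0763, edgeR), at a log2 fold change of 0.86 that had hardly moved. In lysate b, outside this comparison, EptA had 30.1 ± 38.6 reads (SD, n = 3), a wide spread between isolations of 1 lysate. The groups did not overlap for any of the 3 genes, which chance alone gives in 10% of genes at 3 against 3.
Ribosomal protein genes carried few reads beside the rRNA. Per kilobase, their median was 1.32 reads for the large subunit and 1.54 for the small subunit, against 0.954 over all host CDS. The sums that follow are not scaled to gene length. The 35 CDS of the large subunit proteins summed to 32.0 ± 8.14 reads (SD, n = 9), with 24 of them at a mean under 1 read, and the 21 CDS of the small subunit proteins to 74.1 ± 14.5 (SD, n = 9), with 16 under 1 read. Ribosomal protein S1p (CSF007_6950, chromosome, 1462635 to 1464308, plus strand), the mRNA-binding protein of the small subunit, was the only small subunit gene with enough reads for the test. Its log2 fold change was -0.44 from batch 1 to batch 2 (standard error 0.14, adjusted p = 0.142 over all genes tested, edgeR), and as the only gene tested in its list its p adjusted over the list alone is the unadjusted p = 0.00659, so that this call adds nothing to the 36 CDS under an unadjusted p of 0.05. No large subunit gene could be tested. The 4 CDS of RNA polymerase subunits summed to 110 ± 9.82 reads (SD, n = 9), the 17 of translation factors to 61.7 ± 11.3 (SD, n = 9) and the 9 of ATP synthase to 339 ± 29.1 (SD, n = 9). The 61 CDS of the phage virion summed to 216 ± 40.4 reads (SD, n = 9), the 19 of phage DNA metabolism to 47.8 ± 20.5 (SD, n = 9) and the 2 of phage glycosyltransferases to 1.02 ± 1.02 (SD, n = 9). Few CDS of these lists could be tested. Between the lysates and between the batches these were 2 and 2 of RNA polymerase, 2 and 1 of translation factors and 3 and 3 of ATP synthase. For the phage they were 4 and 4 of the virion and 1 and 1 of DNA metabolism, and no glycosyltransferase could be tested. Among the CDS tested in these lists, S1p apart, 0 were called by edgeR in either comparison, over all genes tested or adjusted over the list alone.
With every CDS of at least 1 read in the test, edgeR called 13 CDS higher and 1 lower in lysate b, and 11 higher and 1 lower in batch 2. With RLE factors 9 CDS were higher in batch 2, and with the fractional counts as deposited also 9. With all 9 libraries in 1 fit the log2 fold changes of CSF007_11785, CSF007_p0020 and EptA stayed at 2.15, 1.64 and 0.87, but none of the 3 passed the threshold (adjusted p = 0.0545, 0.133 and 0.722, edgeR), and with library sizes from all counted reads only CSF007_11785 was called. Without isolation II of lysate b 7 CDS were lower in lysate b, and between the batches 12 CDS were higher and 1 lower without isolation I of batch 1, 1 higher without isolation 1 of batch 2 and 7 higher without isolation 3.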

As there could be a possibility that the rRNA specific reads could originate from a minimal contamination originating from the host cell cytoplasm, we determined how much RNA is present external the phage particles in the lysate, and how efficiently the RNase A treatment included in the isolation protocol reduced this external RNA. The results of two independent experiments carried out with lysates b and d are presented in **Table II**. To enable comparisons between the samples, their RNA concentrations were calculated back to undiluted original phage lysates.

Table II. Qubit™ RNA High Sensitivity Assay kit measurements of RNA concentrations of (i) YerA41 lysates before and after RNase A treatments and of (ii) RNeasy Mini Kit isolated RNA. Shown are the results of two independent experiments. Samples contained 30 µL of original lysate plus 70 µL of added SM-buffer. The measurements were carried out on appropriately diluted aliquots withdrawn from untreated lysate samples, from samples after 60 min incubation with 5 or 10 µg of RNase A (yellow shading), and on RNA isolated from the RNase A-treated samples (grey shading).

Phage lysate	PFU / mL	RNase A (µg)	Aliquot (µL)	Sample			RNA concentration (µg/mL) of lysate	Comments
				Total or elution vol (µL)	RNA (ng/µL)	Total RNA (ng)		
Experiment 1								
b	4*10 ¹²	0	30	100	330	33,000	1,100	Contaminating RNA
d	3*10 ¹³	0	30	100	610	61,000	2,030	Contaminating RNA
b	4*10 ¹²	5	30	100	10.0	1,000	33 (3.0%)	Remaining contaminating RNA
d	3*10 ¹³	5	30	100	25.4	2,540	85 (4.2%)	Remaining contaminating RNA
b	4*10 ¹²	5	30	50	198.5	9,925	330.8	RNeasy isolated RNA
d	3*10 ¹³	5	30	50	486	24,300	810.0	RNeasy isolated RNA
Experiment 2								
b	4*10 ¹²	-	30	100	280	28,000	933	Contaminating RNA
d	3*10 ¹³	-	30	100	216	21,600	720	Contaminating RNA
b	4*10 ¹²	10	30	100	9.4	9,400	31 (3.3%)	Remaining contaminating RNA
d	3*10 ¹³	10	30	100	8.19	8,190	27 (3.8%)	Remaining contaminating RNA
b	4*10 ¹²	10	30	50	121	6,050	201.5	RNeasy isolated RNA
d	3*10 ¹³	10	30	50	135	6,750	225.0	RNeasy isolated RNA

The following conclusions could be drawn from these experiments.

- the Qubit RNA HS kit apparently measured only the free RNA (external to the phage particles).
- RNase A treatment was able to reduce the external free RNA concentration of the lysate by 96-97 % during the 60 min incubation.
- there was approximately 10-fold more RNA protected against RNase A that could be isolated using the RNeasy kit from the RNase A -treated samples.

These results, related to the RNA-sequencing results strongly indicated that majority, >90%, of the sequence reads obtained (**Figure III**) originated from the protected RNA released during the RNeasy Mini kit purification protocol. As ribosomal rRNA is transcribed initially as a 5,500-6,000 nt long primary transcript that is gradually processed by several different RNases into 23S, 16S, 5S and several tRNA species (4), logistically, if phage indeed would package rRNA into capsids it should be the primary unprocessed transcript. In such a case one should detect an even read coverage over the whole rDNA operon including the rRNA intergenic regions and on the tRNA genes present in the rDNA operons. Inspection of the alignment of the sequence reads on the rDNA operon revealed that they did not cover the operon evenly (**Figure IV**). 

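Reads on the tRNA genes of the rDNA operons were few beside those on the rRNA genes around them. The 14 tRNA genes that lie between a 16S and a 23S gene or within 1000 nt downstream of a 5S gene had 0.252 ± 0.0974 reads per nucleotide (SD, n = 9 libraries), against 388 ± 24.8 (SD, n = 9) over the 16S and 23S genes. This was 0.0648% ± 0.0245 (SD, n = 9) of the 16S and 23S depth, and single libraries ranged from 0.0297% to 0.107%. In the operon that starts at 338400, tRNA-Ile (CSF007_1570, 340013 to 340086, plus strand) had 34.2 ± 13.5 reads (SD, n = 9) and tRNA-Ala (CSF007_1575, 340200 to 340272, plus strand) 3.86 ± 1.54 (SD, n = 9).
Of the tRNA genes between 16S and 23S, the 3 tRNA-Ile genes had 0.476 ± 0.185 reads per nucleotide (SD, n = 9), the 4 tRNA-Glu genes 0.158 ± 0.115 (SD, n = 9) and the 3 tRNA-Ala genes 0.0517 ± 0.0215 (SD, n = 9). Downstream of 5S, tRNA-Trp (CSF007_17410, 3651176 to 3651248, minus strand) had 0.945 ± 0.757 (SD, n = 9), with 6.64 to 145 reads per library, the 2 tRNA-Asp genes 0.142 ± 0.0538 (SD, n = 9) and tRNA-Thr (CSF007_16555, 3467546 to 3467618, minus strand) 0.0827 ± 0.0490 (SD, n = 9). The 66 tRNA genes elsewhere on the chromosome had 0.124 ± 0.0447 reads per nucleotide (SD, n = 9). The operon genes were higher than these in 9 of 9 libraries (two-sided exact sign-flip permutation test, p = 0.00391, the smallest that 9 libraries allow), by 0.129 ± 0.0695 reads per nucleotide (SD, n = 9). The libraries are isolations from 2 lysates, and identical tRNA genes share their reads. The test kept the genes fixed, so that its p measures repetition over isolations and not the spread among tRNA genes. By type, tRNA-Ile and tRNA-Trp lay well above the 0.124 of the genes elsewhere and tRNA-Glu and tRNA-Asp near it. Below it lay tRNA-Ala and tRNA-Thr. With medians over the genes the difference was 0.0808 ± 0.0874 reads per nucleotide (SD, n = 9), with the operon genes higher in 8 of 9 libraries (exact sign-flip permutation test, p = 0.00781). Taken as the median over the operon genes, their share of the 16S and 23S depth was 0.0401%. Sequence between the genes has no count in the table and was not analysed here.

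**Figure D3:**
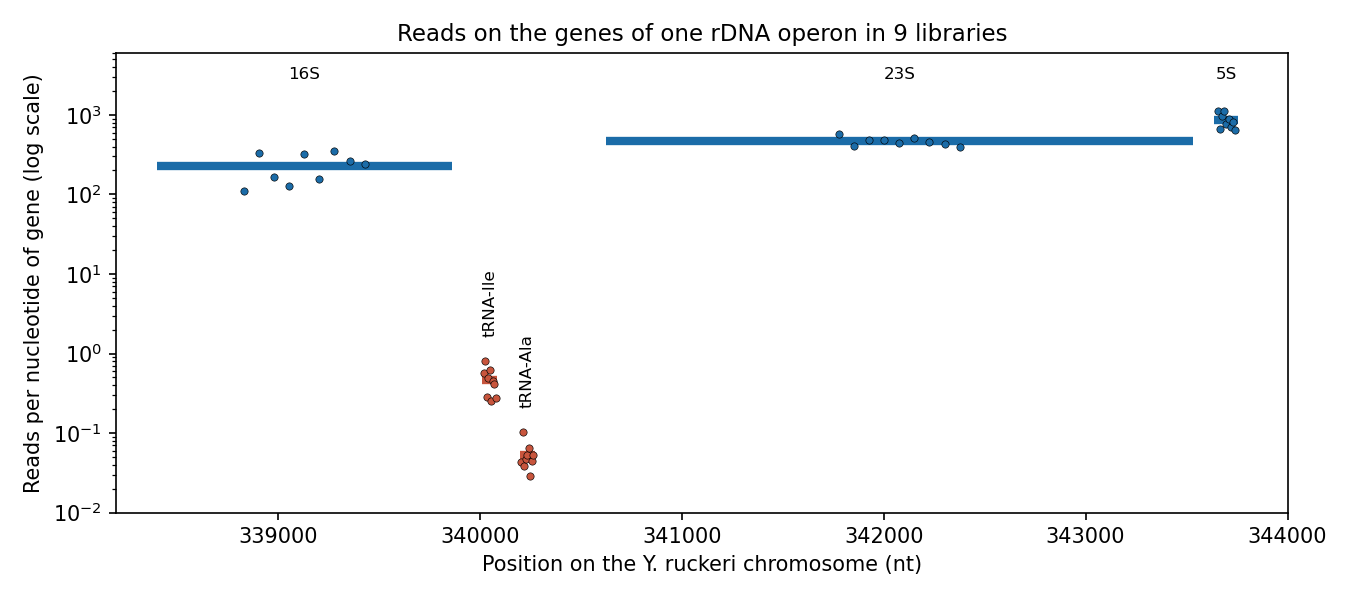
Reads per nucleotide of gene (y axis, log scale) for the genes of the rDNA operon from 338400 to 343757 of the Y. ruckeri chromosome (x axis, nt). Horizontal bars span each gene at its mean over the 9 libraries, dots are the single libraries spread sideways for legibility, rRNA genes are blue and tRNA genes are red. The tRNA-Ile mean of 0.463 reads per nucleotide and the tRNA-Ala mean of 0.0529 lie far below the 230 of 16S and the 467 of 23S.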

No reads were detected on the intergenic regions and within the 16S and 23S rRNA encoding genes there were distinct regions without any read coverage. It looked like these parts of rRNA had been accessible to RNase A degradation as if the rRNA molecules had resided inside intact ribosomal structures known to have surface-exposed rRNA loops.

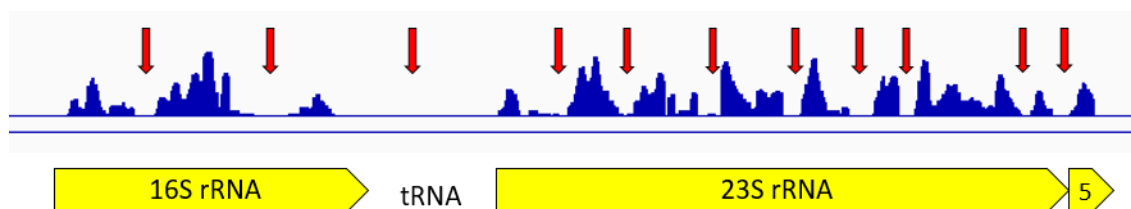

Figure IV. RNA-sequencing read coverage over a rDNA operon of *Y. ruckeri*. Shown are the locations of the 16S rRNA, tRNA, 23S rRNA and 5S rRNA encoding genes. The regions missing read coverage are indicated by the red arrows.

Thus it could be possible that the purified phage lysate might contain intact ribosomes. This was indeed visualized in transmission electron microscopy on CsCl-gradient purified phage particles (**Figure V**) showing that the phage particles are accompanied by particulate and fibrous material.

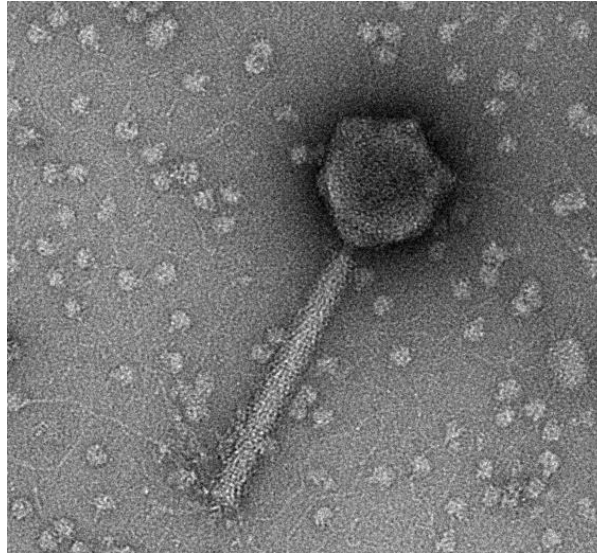

Figure V. Transmission EM micrograph on phage YerA41 virion surrounded by particles of ca 20 nm in diameter and some fibrous material.

We previously determined the proteome of the phage particle (5), however, the LC-MS/MS data was not analysed for the presence of the phage host proteins. This analysis revealed abundant presence of ribosomal proteins in the phage sample purified by ultracentrifugation. There were 31 large and 21 small subunit ribosomal proteins among 87 proteins with highest identification scores (**Table III**). Also the flagellar protein FliC was abundant, possibly the fibrillar material in **Figure V**. In addition, several enzymes and RNAP beta and beta' subunits were present in the sample. In conclusion, the rRNA and the ribonucleosides detected in the sample (**Figure I panel C**) have to be considered as artefacts due to protection of the rRNA within ribosomes from RNase A.

Table III. LC-MS/MS analysis of phage YerA41 host proteins in purified phage stock sample. LSU, ribosome large subunit; SSU, ribosome small subunit.

Description	Score	Coverage %	# Unique Peptides
CSF007_11070 Flagellar biosynthesis protein FliC	388,51	83,68	17
CSF007_1425 LSU ribosomal protein L24p (L26e)	357,68	82,69	11
CSF007_11080 Flagellar biosynthesis protein FliC	308,68	83,53	13
CSF007_1385 LSU ribosomal protein L2p (L8e)	280,98	67,15	21
CSF007_1430 LSU ribosomal protein L5p (L11e)	252,80	86,03	20
CSF007_16660 DNA-directed RNA polymerase beta subunit	243,02	46,94	54
CSF007_16655 DNA-directed RNA polymerase beta' subunit	239,18	42,75	53
CSF007_2055 LSU ribosomal protein L9p	229,28	82,00	15
CSF007_3330 Dihydrolipoamide acetyltransferase component of pyruvate dehydrogenase complex	217,75	37,36	28
CSF007_1375 LSU ribosomal protein L4p (L1e)	199,15	85,07	18
CSF007_16675 LSU ribosomal protein L1p (L10Ae)	189,66	64,10	18
CSF007_1455 SSU ribosomal protein S5p (S2e)	188,83	86,83	15
CSF007_11945 LSU ribosomal protein L25p	158,81	78,72	7
CSF007_1370 LSU ribosomal protein L3p (L3e)	150,33	48,80	13
CSF007_1400 SSU ribosomal protein S3p (S3e)	148,13	63,36	20
CSF007_9590 Pyruvate kinase	139,28	59,73	20
CSF007_1340 SSU ribosomal protein S7p (S5e)	132,64	73,08	15
CSF007_0085 ATP synthase beta chain	130,04	52,17	19
CSF007_1440 SSU ribosomal protein S8p (S15Ae)	129,70	76,92	14
CSF007_1490 SSU ribosomal protein S4p (S9e)	126,19	50,00	14

CSF007_1395 LSU ribosomal protein L22p (L17e)	124,36	70,91	14
CSF007_14275 SSU ribosomal protein S2p (SAe)	115,26	77,59	19
CSF007_0075 ATP synthase alpha chain	114,93	47,17	22
CSF007_16670 LSU ribosomal protein L10p (P0)	110,96	82,63	14
CSF007_1445 LSU ribosomal protein L6p (L9e)	106,01	79,10	14
CSF007_2040 SSU ribosomal protein S6p	102,33	76,15	12
CSF007_1405 LSU ribosomal protein L16p (L10e)	100,78	60,29	10
CSF007_17300 Transcription termination factor Rho	96,45	45,82	20
CSF007_7025 Chromosome partition protein MukB	94,99	23,75	23
CSF007_1485 SSU ribosomal protein S11p (S14e)	93,86	72,09	12
CSF007_1465 LSU ribosomal protein L15p (L27Ae)	93,83	70,14	15
CSF007_15860 LSU ribosomal protein L13p (L13Ae)	91,79	80,28	15
CSF007_4120 SSU ribosomal protein S16p	89,89	65,85	5
CSF007_8740 DNA topoisomerase I	85,77	30,38	20
CSF007_2050 SSU ribosomal protein S18p @ SSU ribosomal protein S18p, zinc-independent	82,27	70,67	9
CSF007_1420 LSU ribosomal protein L14p (L23e)	81,00	78,05	12
CSF007_1410 LSU ribosomal protein L29p (L35e)	79,13	63,49	7
CSF007_5820 Dihydrolipoamide succinyltransferase component (E2) of 2-oxoglutarate dehydrogenase complex	78,87	35,06	13
CSF007_2910 SSU ribosomal protein S20p	78,32	45,98	6
CSF007_1480 SSU ribosomal protein S13p (S18e)	73,44	73,73	16
CSF007_2180 LSU ribosomal protein L27p	70,66	55,29	5
CSF007_1365 SSU ribosomal protein S10p (S20e)	69,23	66,99	11
CSF007_8495 Alcohol dehydrogenase-Acetaldehyde dehydrogenase-Pyruvate-formate-lyase deactivase	67,31	32,36	21
CSF007_2440 Cytosol aminopeptidase PepA	65,30	40,36	16
CSF007_7340 LSU ribosomal protein L32p	58,14	63,64	7
CSF007_1335 SSU ribosomal protein S12p (S23e)	57,74	54,84	5
CSF007_1775 Heat shock protein 60 family chaperone GroEL	56,92	39,67	17
CSF007_1500 LSU ribosomal protein L17p	56,64	55,47	9
CSF007_4135 LSU ribosomal protein L19p	55,58	57,63	8
CSF007_6950 SSU ribosomal protein S1p	54,43	35,19	14
CSF007_16680 LSU ribosomal protein L11p (L12e)	54,38	42,96	8
CSF007_6500 6-phosphogluconate dehydrogenase, decarboxylating	52,88	47,55	16
CSF007_1460 LSU ribosomal protein L30p (L7e)	51,16	76,27	8
CSF007_1435 SSU ribosomal protein S14p (S29e)	51,15	54,46	8
CSF007_1380 LSU ribosomal protein L23p (L23Ae)	50,82	37,00	4
CSF007_1450 LSU ribosomal protein L18p (L5e)	50,00	55,56	4
CSF007_5805 Succinate dehydrogenase flavoprotein subunit	49,37	30,44	13
CSF007_17815 LSU ribosomal protein L28p	48,57	47,44	8
CSF007_1495 DNA-directed RNA polymerase alpha subunit	47,58	55,93	17
CSF007_5810 Succinate dehydrogenase iron-sulfur protein	44,85	59,66	10
CSF007_2280 SSU ribosomal protein S15p (S13e)	44,50	67,42	8
CSF007_9200 ATP-dependent RNA helicase HrpA	43,69	13,36	12
CSF007_9825 LSU ribosomal protein L20p	42,50	38,14	8
CSF007_1390 SSU ribosomal protein S19p (S15e)	41,89	53,06	4
CSF007_15530 SSU ribosomal protein S21p	41,88	46,48	7
CSF007_1415 SSU ribosomal protein S17p (S11e)	39,43	55,95	6
CSF007_5885 peptidoglycan-associated outer membrane lipoprotein	38,64	56,89	10
CSF007_3710 3-oxoacyl-[acyl-carrier protein] reductase	38,46	43,75	7
CSF007_15855 SSU ribosomal protein S9p (S16e)	37,25	40,77	6
CSF007_4295 Na(+)-translocating NADH-quinone reductase subunit A	36,51	24,38	8
CSF007_2895 Chaperone protein DnaJ	35,99	36,34	10
CSF007_14120 Methionine ABC transporter substrate-binding protein	34,24	53,56	9

CSF007_9830 LSU ribosomal protein L35p	33,56	43,08	3
CSF007_13735 ATP-dependent RNA helicase SrmB	33,54	25,17	10
CSF007_7135 Outer membrane protein A precursor	32,49	27,89	8
CSF007_4710 Peptidyl-prolyl cis-trans isomerase PpiD	28,74	15,63	7
CSF007_0080 ATP synthase gamma chain	27,71	37,02	9
CSF007_4705 DNA-binding protein HU-beta	26,95	47,78	4
CSF007_15400 Topoisomerase IV subunit A	25,84	12,42	8
CSF007_13275 Polyphosphate kinase	25,58	16,74	9
CSF007_2175 LSU ribosomal protein L21p	24,31	34,95	4
CSF007_9810 Integration host factor alpha subunit	24,26	46,94	7
CSF007_12680 3-ketoacyl-CoA thiolase	24,06	22,25	7
CSF007_15045 hypothetical protein	23,59	21,74	3
CSF007_12210 DNA gyrase subunit A	23,27	12,60	8
CSF007_16595 DNA-binding protein HU-alpha	21,59	66,67	5
CSF007_17810 LSU ribosomal protein L33p	21,49	41,82	3

References

1. Martin,M. (2011) Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet j.*, **17**, 10.
2. Forstner,K.U., Vogel,J. and Sharma,C.M. (2014) READemption--a tool for the computational analysis of deep-sequencing-based transcriptome data. *Bioinformatics*, **30**, 3421–3423.
3. Hoffmann,S., Otto,C., Kurtz,S., Sharma,C.M., Khaitovich,P., Vogel,J., Stadler,P.F. and Hackermüller,J. (2009) Fast Mapping of Short Sequences with Mismatches, Insertions and Deletions Using Index Structures. *PLoS Comput Biol*, **5**, e1000502.
4. Magdalena Kaczanowska and Ryden-Aulin,M. (2007) Ribosome Biogenesis and the Translation Process in Escherichia coli. *Microbiology and Molecular Biology Reviews*, **71**, 477–494.
5. Leskinen,K., Pajunen,M.I., Gomez-Raya Vilanova,M.V., Kiljunen,S., Nelson,A., Smith,D. and Skurnik,M. (2020) Yera41, a Yersinia ruckeri Bacteriophage: Determination of a Non-Sequencable DNA Bacteriophage Genome via RNA-Sequencing. *Viruses*, **12**, 620.

Supplementary Tables

Table S1. Compositions of media and solutions

Media or solution	Ingredients and concentration
<i>Kanamycin</i>	100 µg/ml
<i>Chloramphenicol</i>	20 µg/ml
<i>Ampicillin</i>	100 µg/ml
<i>Elution buffer</i>	50 mM NaH ₂ PO ₄ ; 300 mM NaCl, 250 mM imidazole, pH 8.0
<i>Glycerol</i>	10% (v/v) BD (VWR) in nuclease-free water
<i>Guanidine hydrochloride buffer</i>	GuHCl, 100 mM NaH ₂ PO ₄ , 10 mM Tris-Cl and 6M GuHCl, pH 8.0
<i>Lysis buffer</i>	50 mM NaH ₂ PO ₄ , 300 mM NaCl, 10 mM imidazole, pH 8.0
<i>LB</i>	10 g/l Tryptone, 5 g/l Yeast extract, 10 g/l NaCl, pH 7.0
<i>Lysogenic Agar</i>	LB + 15 g/l Bacto-agar
<i>Refolding buffer</i>	50 mM HEPES pH 8.0; 1M GuHCl; 0.06% (w/v) PEG 4000; 0.1% (v/v) NP40; 1 mM DTT
<i>SDS</i>	10% (w/v) in milli-Q water
<i>SDS running buffer</i>	0.1% (w/v) SDS, 248 mM Tris, 1.9M Glycine
<i>SDS sample buffer</i>	50 mM Tris pH 6.8, 2% (w/v) SDS, 0.1% (w/v) Bromophenol blue, 10% (v/v) glycerol, 100 mM DTT
<i>Soft Agar medium</i>	LB + 0.4 % (w/v) agar
<i>SOB</i>	20 g/l Tryptone, 5 g/l Yeast extract, 10 mM NaCl, 2.5 mM KCl, pH 7.0
<i>SOB with Catabolite repression</i>	SOB + 20 mM Mg ²⁺ + 20 mM glucose
<i>TM-buffer</i>	50 mM Tris, pH 7.5; 10 mM MgSO ₄
<i>TM-buffer with 5% or 40% sucrose</i>	TM-buffer + 5% or 40% sucrose (w/v)
<i>SM-buffer</i>	100 mM NaCl; 10 mM MgSO ₄ ; 50 mM Tris-HCl, pH 7.5; 0.01% gelatin (w/v)
<i>TAE acid buffer</i>	40 mM Tris, 1 mM EDTA pH 8.0, 20 mM acetic acid
<i>Urea lysis buffer</i>	8 M urea, 0.1 M NaH ₂ PO ₄ , 0.01 M Tris/HCl, pH8.0
<i>Wash buffer</i>	50 mM NaH ₂ PO ₄ , 300 mM NaCl, 20 mM imidazole, pH 8.0

Table S2. YearA41 specific primers for PCR and Sanger sequencing.

Primer	Location in YerA41 genome	Sequence 5' to 3'	Purpose
A5_72R	264-283	TGATCCTCGCAAATCAGCAG	PCR and sequencing primers to join the RNA-seq scaffolds
A5_11329F	11539-11558	CCTATGGAGCTCCGTGAGTC	
A3b_99R	13164-13144	ACGACTATTACTGAATGCAAG	
A3_206R	13892-13871	TCCCATGAGGAGTTTCTACAGG	
A3_26441F	40127-40146	GCAATGGGTACATGTTCCC	
A2b_127R	40399-40378	TCATTAAGAATAGGGAGTCACC	
A2_27191F	44491-44510	ACATTTCCGAGGGAGCTGTC	
A4_80R	44811-44792	CGCACTGTTACCTGATTGA	
A4_14995F	59726-59747	TCGATATCAAGGCAGCTCTCTT	
A6_212R	60087-60067	GGCTCACCATTCTCTATGCAA	
A6_8058F	67931-67954	TGGTTGATGATTACGTACTTCGTG	
A10_213R	68380-68357	TCAGAAATTGGTTGGATTCCACAA	
A10_2336F	70503-70524	GACAACTGGTCACAAAGCTACT	
A7_89R	70721-70701	AGCACTCCTGAGAATGCTACT	
A7_5103F	75735-75755	(A) GGATTTCTGGGTCTGAAGTCC	
A2_74R	75976-75957	GGAATCAACGAACAACCCCG	
A8_59R	98884-98863	AGTGCTTAGCTAGAAATGCTCT	
A8_3489F	102314-102334	TATGCGTGATGAAGCTCCACA	
A1_42874F	102559-102536	TGAAGTGAAAGTACCTTCATTGGA	
A1_290R	145143-145163	TACTTTCAGCTACGTCACGGA	
Yqp08_qPCRLfor	108134-108115	TTAGGTCAAGGAGTGGGTGA	<i>g171c</i> primers for PCR
Yqp08_qPCRLrev	107487-107506	TCCAGTCCATGATCCAGCAA	
gp8F	107506-107487	TTGCTGGATCATGGACTGGA	
gp8R	107297-107316	CTCGTCCATTATCCCACCCA	
Yqp37_qPCRLfor	134247-134228	CCTGCAATCCCAGTACTCCA	<i>g200c</i> primers for PCR
Yqp37_qPCRLrev	133727-133746	TTACTGGCAGGAATGGAGCA	
gp37R	134090-134071	GCAACACCTGAAGTCTGCTC	
DNAP1Ct_qPCRLfor	88385-88405	TCAATGCTAACCCGAACCTCA	<i>g144</i> primers for PCR
DNAP1Ct_qPCRLrev	89003-88984	CCTCACGGAATCTACAATCAGG	
DNAP1qR	88650-88629	AGCATCATGAACGAATCCAAGT	
DNAP02_qPCRLfor	59328-59349	TCGTGATAAACAACCTTGCTGGT	<i>g113</i> primers for PCR
DNAP02_qPCRLrev	59746-59726	AGAGAGCTGCCTTGATATCGA	
DNAP2qF	59461-59482	TGGATTCAACGAAAAGCATTCG	
DNAP03_qPCRLfor	99476-99496	TGACAGGGATTGGTGAATTGA	<i>g158</i> primers for PCR
DNAP03_qPCRLrev	99969-99950	ATCAGTTCCGACAATCCCGT	
DNAP3qF	99633-99655	TGGATCTATGAGAAGAGGTTGCT	
DNAP3qR	99932-99910	CCTTTGGACTTAGCAATACCTCT	

Table S3. Controls used for the PCR of the functional assay.

Reaction	Type of control	Comments
**No DNAP01**	Negative control, no DNAP01, only the untreated YerA41 DNA as template	The untreated phage DNA contains modifications that supposedly make impossible for the thermostable DNA polymerase to amplify the strand.
**cDNA**	Positive control	The cDNA that results from the reverse transcription of the RNA transcripts isolated from YerA41-infected host bacteria. The targeted DNA fragments of YerA41 are easily amplified by PCR.
**No YerA41 DNA**	Only DNAP01 added to check for residual plasmid control (positive).	There may be some residual <i>dnap01</i> containing plasmid, even after the purification of the protein, which can produce a false positive with <i>dnap01</i> -specific primers.
**Water**	PCR control (negative)	To test if there is some contamination in the PCR.
**Primers**	Primer control	To test the role of the random hexamer primers, YerA41 specific primers or no primers

Table S4. Overview of the YerA41 gene products showing homology to DNA polymerases.

Gene	Location	bp	Product	aa	MW	PDB homolog	% identity
<i>g144</i>	85132-89052	3918	DNAP01	1306	152.71	1njz; DNAP I<br><i>Geobacillus</i><br><i>stearothermophilus</i>	12
<i>g144</i><br>(3'-end)		1083	DNAP01-Ct	361	42.19		
<i>g113</i>	58885-59853	966	DNAP02	322	37.08	3zdd; protein XNI,<br><i>Escherichia coli</i><br>O157:H7	18
<i>g158</i>	99157-100053	894	DNAP03	298	34.32	3auo;<br>DNA polymerase<br>beta family,<br><i>Thermus</i><br><i>termophilus</i>	12

Table S5. LC-MS/MS analysis of the isolated DNAP01 protein before and after Anion Exchange Chromatography

Before Anion Exchange Chromatography				After Anion Exchange Chromatography			
Accession	Description	Score	# PSMs	Accession	Description	Score	# PSMs
YerA41	DNAP01	4741,27	1305	YerA41	DNAP01	4825,60	1432
A0A140N587	Bifunctional polymyxin resistance protein ArnA	1408,89	330	A0A140N587	Bifunctional polymyxin resistance protein ArnA; MW 74.2 kDa	560,59	151
A0A140NH65	60 kDa chaperonin	857,30	234	A0A140NFV3	Chaperone protein DnaK; MW 69.1 kDa	254,13	75
A0A140NFV3	Chaperone protein DnaK	761,31	197	A0A140NE25	Glutamine--fructose-6-phosphate aminotransferase [isomerizing]; MW 66.9 kDa	237,48	63
A0A140N7C7	Elongation factor G	309,15	80	A0A140ND61	Chaperone protein HtpG	78,03	28
A0A140NE25	Glutamine--fructose-6-phosphate aminotransferase [isomerizing]	285,86	73	P00761	Trypsin	63,72	16
A0A140NBA5	30S ribosomal protein S1	227,91	58	A0A140N6V1	Peptidyl-prolyl cis-trans isomerase	62,57	17
A0A140N6C1	DNA gyrase subunit B	218,64	56	A0A140NDL0	Pyruvate dehydrogenase E1 component	52,82	18
A0A140N9B6	Succinylornithine transaminase	204,67	53	A0A140NET2	Trigger factor	47,94	15
A0A140N3T4	Translation initiation factor IF-2	175,74	44	A0A140SS61	Regulator of sigma D	45,01	13
A0A140NDI2	Beta-galactosidase	151,59	43	A0A140NE13	Ferric uptake regulation protein	41,82	10
A0A140NH27	DNA-directed RNA polymerase subunit beta'	144,99	43	A0A140N6C1	DNA gyrase subunit B	39,19	14
A0A140NFZ9	Chaperone protein DnaJ	147,73	41	A0A140N7C7	Elongation factor G	38,03	11
A0A140SS80	DNA-directed RNA polymerase subunit beta	150,76	40	A0A140N562	L-aspartate oxidase	37,05	14
A0A140N5F4	Polyribonucleotide nucleotidyltransferase	137,67	39	A0A140N6W0	Elongation factor Tu	30,48	10
A0A140NE66	2-oxoglutarate dehydrogenase, E1 subunit	144,72	39	A0A140N899	Glucose-6-phosphate 1-dehydrogenase	28,71	10
A0A140NFP9	Aconitate hydratase B	130,74	38	A0A140N7Y4	Pseudouridine synthase	26,88	8
A0A140N6W0	Elongation factor Tu	124,55	37	A0A140NC10	Citrate synthase	24,27	7
A0A140N982	Bifunctional protein PutA	149,15	37	A0A140NBA5	30S ribosomal protein S1	23,18	10
A0A140ND61	Chaperone protein HtpG	127,24	36	A0A140N4G4	Glycine dehydrogenase (decarboxylating)	22,58	6
A0A140NC10	Citrate synthase	135,90	36	A0A140NE43	tRNA-2-methylthio-N(6)-dimethylallyladenosine synthase	18,75	6
A0A140ND17	Protein translocase subunit SecA	120,99	34	A0A140N340	50S ribosomal protein L27	17,96	7
A0A140NBG5	ATP-dependent Clp protease, ATP-binding subunit clpA	125,58	33	A0A140N6V2	Diaminopimelate decarboxylase	17,73	5
A0A140NEV5	Alkyl hydroperoxide reductase, F subunit	109,52	30	A0A140N5A3	50S ribosomal protein L5	17,59	6
A0A140NBE7	Formate acetyltransferase	109,57	30	A0A140NBX4	Ribonuclease T	15,99	4
A0A140N6W9	Alanine--tRNA ligase	100,41	30	A0A140N4H3	30S ribosomal protein S12	15,38	5
A0A140N6E5	D-tagatose-1,6-bisphosphate aldolase subunit GatZ	104,28	29	A0A140SS84	Acetylornithine deacetylase	15,34	4
A0A140NCX5	DNA topoisomerase I	100,12	28	A0A140NFZ9	Chaperone protein DnaJ	15,11	7
A0A140N6Z9	30S ribosomal protein S5	91,66	27	A0A140NAC4	PhoH family protein	14,49	4
A0A140NHS0	ATP synthase subunit beta	94,03	26	A0A140N9F9	tRNA (guanine-N(1)-)-methyltransferase	14,33	6
A0A140N775	Malate dehydrogenase	100,81	26	A0A140NAY3	Histidine biosynthesis bifunctional protein HisB	13,63	6
A0A140SS63	50S ribosomal protein L7/L12	62,23	26	A0A140N9E5	Glutamate--tRNA ligase	13,39	4
A0A140NSL3	ATP-dependent zinc metalloprotease FtsH	79,06	25	A0A140NHQ8	ATP-dependent protease subunit HslV	11,41	4
A0A140NCE7	DNA-directed RNA polymerase	94,67	25	A0A140N3L9	50S ribosomal protein L28	10,54	4
A0A140NS12	Malate dehydrogenase (Oxaloacetate-decarboxylating) (NADP(+)), Phosphate acetyltransferase	91,41	25	A0A140N9D5	Cysteine desulfurase IscS	9,91	4
A0A140NET2	Trigger factor	79,82	24	A0A140N8B4	30S ribosomal protein S21	9,89	4
A0A140N8W2	Diguanylate phosphodiesterase	79,85	24				
A0A140NF86	ATP-dependent protease ATPase subunit HslU	74,76	23				
A0A140NB79	Cell division protein FtsA	94,30	23				
A0A140ND72	ATP synthase subunit alpha	85,50	22				
A0A140N4G4	Glycine dehydrogenase (decarboxylating)	83,74	22				
A0A140NAA1	Ribonuclease E	82,01	22				
A0A140NE28	Glycoside hydrolase family 4	83,62	22				
A0A140NCE4	Aldehyde-alcohol dehydrogenase	77,86	21				
A0A140NBM4	Bifunctional uridylyltransferase/uridylyl-removing enzyme	79,01	21				
A0A140NDE3	OmpA domain protein transmembrane region-containing protein	63,68	20				
A0A140SS84	Acetylornithine deacetylase	71,33	20				
A0A140N6A5	Chaperone protein ClpB	70,05	20				
A0A140NGN0	Aspartate ammonia-lyase	65,87	20				
A0A140N7U4	6-phosphogluconate dehydrogenase, decarboxylating	82,63	20				
A0A140N3D6	Transcriptional regulator, Crp/Fnr family	53,33	19				
A0A140N2U0	DNA-directed RNA polymerase subunit alpha	68,10	19				
A0A140NBF4	Succinate--CoA ligase [ADP-forming] subunit beta	67,31	19				
A0A140N7E6	Threonine--tRNA ligase	60,01	19				
A0A140NAN3	Isocitrate dehydrogenase [NADP]	62,80	19				
A0A140N2J1	33 kDa chaperonin	63,85	19				
A0A140N6V1	Peptidyl-prolyl cis-trans isomerase	69,46	19				
A0A140NC97	Peroxioredoxin	70,88	19				
A0A140NA80	Succinate dehydrogenase flavoprotein subunit	55,64	19				
A0A140NBR4	Chromosome partition protein MukB	55,96	19				
A0A140N4Y7	ATP-dependent RNA helicase DeaD	72,67	18				
A0A140NDL0	Pyruvate dehydrogenase E1 component	64,72	18				
A0A140NF01	Transcription termination factor Rho	73,11	18				
A0A140N2U8	Glycine--tRNA ligase beta subunit	53,91	17				
A0A140N3H4	50S ribosomal protein L14	48,21	17				
A0A140N582	Cell shape determining protein, MreB/Mrl family	57,60	17				
A0A140NFM6	Cell division protein FtsZ	61,93	17				
A0A140NFL6	Type II secretion system protein E	69,73	17				
A0A140NFK0	Methionine synthase	55,35	17				

AOA140N6C6	Elongation factor 4	48,79	16
AOA140N745	NADH-quinone oxidoreductase subunit C/D	50,24	16
AOA140N753	Alpha-1,4 glucan phosphorylase	63,22	16
AOA140NFK2	30S ribosomal protein S2	50,38	16
AOA140N821	Fructose-bisphosphate aldolase, class II	59,27	16
AOA140NE27	Acetyltransferase component of pyruvate dehydrogenase complex	53,71	16
AOA140N8N4	Phenylalanine--tRNA ligase beta subunit	49,37	16
AOA140NAC4	PhoH family protein	60,71	16
AOA140NAC7	UDP-glucose 6-dehydrogenase	55,76	16
AOA140N783	Glyceraldehyde-3-phosphate dehydrogenase	53,06	15
AOA140NBL4	Outer membrane protein assembly factor BamA	47,87	15
AOA140N855	Protein GrpE	54,74	15
AOA140N7D6	Transcription termination/antitermination protein NusA	59,78	15
AOA140NGF8	Tryptophanase	62,73	15
AOA140NF15	Isocitrate lyase	56,24	15
AOA140NAN1	Quinone-dependent D-lactate dehydrogenase	52,95	14
AOA140ND68	Aminotransferase	44,79	14
AOA140NHCH7	GTP-binding protein TypA	45,70	14
AOA140N6F6	Oligopeptidase A	55,34	14
AOA140NBS3	Dihydrolipoyl dehydrogenase	48,51	14
AOA140NDV9	Transaldolase	49,65	14
AOA140NDT0	Aminopeptidase N	56,03	14
AOA140N626	DNA gyrase subunit A	47,02	14
AOA140NDQ6	3-ketoacyl-CoA thiolase	49,14	14
AOA140ND70	Efflux transporter, RND family, MFP subunit	58,06	13
AOA140SS67	Phosphoenolpyruvate carboxylase	38,94	13
AOA140NFD7	Elongation factor Ts	42,38	13
AOA140NCH9	DNA-binding protein	48,83	13
AOA140N4Y8	Protein RecA	49,44	13
AOA140N7J1	50S ribosomal protein L2	42,64	13
AOA140N4K1	30S ribosomal protein S3	50,27	13
AOA140N4G2	Protein-export protein SecB	54,54	13
AOA140N9G2	Succinate--CoA ligase [ADP-forming] subunit alpha	43,71	13
AOA140NGH2	ABC transporter related	45,57	13
AOA140NDB1	Aminoacyl-histidine dipeptidase	44,62	13
AOA140N7E7	Chorismate mutase	47,45	13
AOA140N8Y0	Fumarate hydratase class I	45,63	13
AOA140NB77	Phosphoenolpyruvate synthase	44,90	13
AOA140NAN5	Porin Gram-negative type	45,68	12
AOA140N5B4	30S ribosomal protein S13	40,71	12
AOA140NA84	Phosphate acetyltransferase	46,58	12
AOA140NGG2	Peptidyl-prolyl cis-trans isomerase	42,49	12
AOA140NBN8	Beta-lactamase	39,26	12
AOA140N9N5	Phosphoenolpyruvate-protein phosphotransferase	47,20	12
AOA140N9Q3	GMP synthase [glutamine-hydrolyzing]	42,65	12
AOA140NBM7	Leucine--tRNA ligase	39,50	12
AOA140ND98	Isoleucine--tRNA ligase	39,06	12
AOA140N7T0	Luciferase-like monooxygenase	34,17	12
AOA140NCJ7	Argininosuccinate lyase	40,58	11
AOA140NCJ4	D-amino acid dehydrogenase	40,10	11
AOA140NE43	tRNA-2-methylthio-N(6)-dimethylallyadenosine synthase	40,07	11
AOA140N8E1	Phosphoglycerate kinase	43,52	11
AOA140NEK1	Adenylosuccinate synthetase	41,22	11
AOA140NFM7	50S ribosomal protein L1	36,71	11
AOA140NCP3	Thioredoxin domain protein	45,42	11
AOA140NDX4	Dihydrolipoylsuccinate-succinyltransferase component of 2-oxoglutarate dehydrogenase complex	36,93	11
AOA140N5L9	Cysteine synthase	44,03	11
AOA140N201	PTS system, mannitol-specific IIC subunit	35,14	11
AOA140NDD7	Sulfatase	42,49	11
AOA140NBB3	Pyruvate kinase	43,22	11
AOA140NDY4	Guanosine-5'-triphosphate,3'-diphosphate pyrophosphatase	34,15	11
AOA140NDZ9	Succinate dehydrogenase iron-sulfur subunit	32,59	11
AOA140N9Z6	Aldehyde Dehydrogenase	39,73	11
AOA140NFX6	Membrane protein insertase YidC	38,96	11
AOA140NHM8	Soluble pyridine nucleotide transhydrogenase	45,51	11
AOA140N9N7	UDP-4-amino-4-deoxy-L-arabinose--oxoglutarate aminotransferase	30,00	10
AOA140N5A9	Fe/S biogenesis protein NfuA	35,45	10
AOA140NC11	Peptidoglycan-associated protein	31,33	10
AOA140N5I0	Peptidyl-prolyl cis-trans isomerase	36,70	10
AOA140N5P0	Ribosomal RNA small subunit methyltransferase I	36,12	10
AOA140N9V8	Pyruvate kinase	36,33	10
AOA140N9A4	PTS system, glucose subfamily, IIA subunit	37,15	10
AOA140NF95	Sulfatase	34,03	10
AOA140NB96	Transcriptional regulator, LacI family	34,71	10
AOA140N7T7	DegT/DnrJ/EryC1/StrS aminotransferase	38,12	10
AOA140N8D7	Phosphomethylpyrimidine kinase	40,86	10
AOA140NGV6	Valine--tRNA ligase	29,96	10
AOA140NGG3	Two component transcriptional regulator, winged helix family	31,82	9
AOA140NF24	Histone family protein DNA-binding protein	33,57	9

A0A140SS73	Glycerol kinase	28,94	9
A0A140NCU5	6,7-dimethyl-8-ribityllumazine synthase	33,32	9
A0A140N2T1	50S ribosomal protein L6	28,11	9
A0A140N683	RNA polymerase sigma factor RpoD	30,68	9
A0A140NCS9	Ribose-phosphate pyrophosphokinase	33,25	9
A0A140ND23	3-oxoacyl-(Acyl-carrier-protein) reductase	33,46	9
A0A140N7N3	Glutamate synthase (Ferredoxin)	26,10	9
P00761	Trypsin	26,37	8
A0A140N6G0	Enolase	31,28	8
A0A140NDW9	2,3,4,5-tetrahydropyridine-2,6-dicarboxylate N-succinyltransferase	30,51	8
A0A140NEQ0	ATP-dependent Clp protease ATP-binding subunit ClpX	37,68	8
A0A140NHQ8	ATP-dependent protease subunit HslV	33,00	8
A0A140N711	50S ribosomal protein L15	24,80	8
A0A140N5A3	50S ribosomal protein L5	28,14	8
A0A140N6W8	30S ribosomal protein S7	28,85	8
A0A140NDE0	Proline--tRNA ligase	24,95	8
A0A140NE54	UPF0250 protein YbeD	29,13	8
A0A140N319	RNase adapter protein RapZ	32,29	8
A0A140N810	Transketolase	27,74	8
A0A140NBZ3	Protein HflK	24,56	8
A0A140N899	Glucose-6-phosphate 1-dehydrogenase	26,50	8
A0A140NDN8	Transcriptional regulator, LacI family	34,78	8
A0A140N5N9	TrkA-N domain protein	31,14	8
A0A140N4S8	Outer membrane protein assembly factor BamC	25,41	8
A0A140NFB9	Formate dehydrogenase, alpha subunit	25,82	8
A0A140NCV3	Peptidylprolyl isomerase	26,90	8
A0A140N793	Chaperone protein HscA	35,50	8
A0A140NEX9	Replicative DNA helicase	22,88	7
A0A140N8G3	Aminomethyltransferase	20,35	7
A0A140N9R4	Translation initiation factor IF-3	25,35	7
A0A140N8V2	Site-determining protein	25,73	7
A0A140N7A5	Nucleoside diphosphate kinase	27,45	7
A0A140NHL8	Transcription termination/antitermination protein NusG	19,99	7
A0A140N4N4	Peptidase B	26,92	7
A0A140N6Y5	30S ribosomal protein S10	20,96	7
A0A140N4H3	30S ribosomal protein S12	23,67	7
A0A140N996	Aspartate--tRNA ligase	24,72	7
A0A140N6J6	Histidine--tRNA ligase	21,70	7
A0A140NEI9	Tol-Pal system protein TolB	32,73	7
A0A140NEL5	Triosephosphate isomerase	26,85	7
A0A140N7W3	UPF0265 protein YeeX	24,72	7
A0A140N8K1	Transcriptional regulator, LysR family	32,81	7
A0A140N8E8	(P)ppGpp synthetase I, SpoT/RelA	21,40	7
A0A140N8V5	Phospholipase D/Transphosphatidylase	27,43	7
A0A140N7A4	Alcohol dehydrogenase zinc-binding domain protein	27,59	7
A0A140NHU6	Formate dehydrogenase iron-sulfur subunit	25,65	7
A0A140N4S7	Glutathione S-transferase domain protein	22,10	7
A0A140NAV6	Periplasmic serine endoprotease DegP-like	31,41	7
C5W865	Sulfite reductase [NADPH] hemoprotein beta-component	24,78	7
A0A140NAY3	Histidine biosynthesis bifunctional protein HisB	21,73	7
A0A140N9F5	Outer membrane protein assembly factor BamB	25,28	7
A0A140NAX3	FAD-dependent pyridine nucleotide-disulphide oxidoreductase	20,58	7
A0A140SS89	Fatty acid oxidation complex subunit alpha	19,98	7
A0A140NCE9	Malate synthase	26,00	7
A0A140NAW9	Adenylate kinase	20,31	6
A0A140N9D9	2,3-bisphosphoglycerate-dependent phosphoglycerate mutase	20,66	6
A0A140N7J9	Biotin carboxylase	19,56	6
A0A140NI98	ATP synthase subunit b	19,42	6
A0A140NAW2	Cold-shock DNA-binding domain protein	19,89	6
A0A140N942	GTPase Der	21,08	6
A0A140N2D9	Chromosomal replication initiator protein DnaA	24,13	6
A0A140NA92	3-oxoacyl-[acyl-carrier-protein] synthase 2	16,42	6
A0A140NCM4	Fatty acid metabolism regulator protein	25,56	6
A0A140N644	Glutamate--cysteine ligase	19,76	6
A0A140NCU2	Acyl-[acyl-carrier-protein]--UDP-N-acetylglucosamine O-acyltransferase	19,47	6
A0A140NHG8	Maltose/maltodextrin import ATP-binding protein MalK	22,99	6
A0A140N627	S-adenosylmethionine synthase	22,62	6
A0A140NDV1	50S ribosomal protein L9	19,59	6
A0A140NCR0	Ribonuclease R	16,90	6
A0A140N731	Cytoskeleton protein RodZ	22,11	6
A0A140N548	30S ribosomal protein S4	21,86	6
A0A140N536	Signal recognition particle protein	20,85	6
A0A140N1Y4	L-threonine 3-dehydrogenase	17,76	6
A0A140N9Z5	Cell division protein ZipA	20,25	6
A0A140N3M3	Protease TldD	25,68	6
A0A140NFA9	Histone family protein DNA-binding protein	21,14	6
A0A140NFY3	Carbamoyl-phosphate synthase large chain	24,19	6
A0A140NCD0	Maltodextrin-binding protein	22,54	6
A0A140NC81	Uncharacterized lipoprotein YdcL	17,28	6

AOA140N5W3	Aminotransferase class I and II	21,43	6
AOA140N4F2	Cold-shock DNA-binding domain protein	15,61	6
AOA140N7A3	ABC transporter related	26,91	6
AOA140N812	Transcriptional regulator, PadR-like family	22,25	6
AOA140N6G7	30S ribosomal protein S6	25,59	6
AOA140NBC5	Glutamate dehydrogenase	22,18	6
AOA140N870	Alcohol dehydrogenase GroES domain protein	18,31	6
AOA140N6Z3	Succinic semialdehyde dehydrogenase	22,14	6
AOA140N9S6	Diguanylate cyclase/phosphodiesterase with PAS/PAC sensor(S)	22,11	6
AOA140NEJ3	6,7-dihydropteridine reductase	16,92	6
AOA140N931	N-succinylglutamate 5-semialdehyde dehydrogenase	18,64	6
AOA140N5P6	Putative transferase	19,65	6
AOA140N6R8	Cell division protein DamX	20,64	6
AOA140ND59	Aspartate--ammonia ligase	22,51	6
AOA140N9P3	NADH-quinone oxidoreductase	18,51	6
AOA140NDE6	Acetyl-coenzyme A carboxylase carboxyl transferase subunit alpha	16,27	5
AOA140NCR5	Acyl carrier protein	15,32	5
AOA140NEW8	ATP-dependent Clp protease proteolytic subunit	17,09	5
AOA140N5E8	Phosphoglucosamine mutase	14,94	5
AOA140N9D5	Cysteine desulfurase IscS	14,63	5
AOA140NBC1	HTH-type transcriptional repressor PurR	15,20	5
AOA140NDB6	50S ribosomal protein L10	14,70	5
AOA140N6Z2	50S ribosomal protein L16	20,47	5
AOA140N5K8	50S ribosomal protein L4	19,41	5
AOA140N9P4	Dual-specificity RNA methyltransferase RlmN	17,28	5
AOA140NAU7	Ribosome-recycling factor	17,85	5
AOA140N7L9	30S ribosomal protein S11	15,62	5
AOA140N9E5	Glutamate--tRNA ligase	17,84	5
AOA140N8S8	Lysine--tRNA ligase	16,27	5
AOA140NAB7	Glutamine--tRNA ligase	17,30	5
AOA140NBF5	Serine--tRNA ligase	16,70	5
AOA140N751	Uracil phosphoribosyltransferase	18,15	5
AOA140NA83	Enoyl-[acyl-carrier-protein] reductase [NADH]	15,40	5
AOA140NDC7	Protein translocase subunit SecD	16,59	5
AOA140N4Y5	Aspartate-semialdehyde dehydrogenase	17,50	5
AOA140NGU5	Acetyl-coenzyme A synthetase	14,37	5
AOA140NDX8	GTPase HflX	19,80	5
AOA140NCU1	Malonyl CoA-acyl carrier protein transacylase	19,96	5
AOA140N9G9	Beta-ketoacyl synthase	11,66	5
AOA140NEQ9	Two component transcriptional regulator, winged helix family	20,78	5
AOA140SSA2	Glutamine synthetase	20,51	5
AOA140NBD3	Phospho-2-dehydro-3-deoxyheptonate aldolase	14,85	5
AOA140N4V4	Cell division ATP-binding protein FtsE	23,44	5
AOA140NE13	Ferric uptake regulation protein	17,00	5
AOA140NBC0	DNA repair protein RadA	19,52	5
AOA140NC45	ABC transporter related	19,29	5
AOA140NER9	DNA polymerase I	14,45	5
AOA140N8G9	Sulfitte reductase [NADPH] flavoprotein alpha-component	15,23	5
AOA140N6K2	N-succinylarginine dihydrolase	18,84	5
AOA140N3P4	Glycosyl transferase family 2	15,68	5
AOA140NBF7	Catalase	13,52	5
AOA140N8Q5	Putative PTS IIA-like nitrogen-regulatory protein PtsN	17,98	5
AOA140N8C6	Methionine--tRNA ligase	12,86	5
AOA140N4C7	(P)ppGpp synthetase I, SpoT/RelA	15,22	5
AOA140NEY2	Maltoporin	16,58	4
AOA140SSC0	Thioredoxin	15,68	4
AOA140N3N8	N-acetylneuraminate lyase	18,34	4
AOA140N448	Heavy metal translocating P-type ATPase	14,70	4
AOA140NEV1	Probable cytosol aminopeptidase	9,00	4
AOA140NEG9	Acetylglutamate kinase	18,18	4
AOA140N7C3	Argininosuccinate synthase	11,15	4
AOA140NBM9	Arginine N-succinyltransferase	15,51	4
AOA140NF41	ATP synthase gamma chain	15,89	4
AOA140NEN6	10 kDa chaperonin	12,06	4
AOA140NA88	Cytochrome o ubiquinol oxidase, subunit I	12,66	4
AOA140N913	3-oxoacyl-[acyl-carrier-protein] synthase 3	18,02	4
AOA140N7B7	Inosine-5'-monophosphate dehydrogenase	17,30	4
AOA140N7J2	LPP repeat-containing protein	15,48	4
AOA140NFH4	Maltose operon periplasmic	16,40	4
AOA140N3F8	3,4-dihydroxy-2-butanone 4-phosphate synthase	14,88	4
AOA140N9Q4	Ribonucleoside-diphosphate reductase	16,47	4
AOA140N811	30S ribosomal protein S15	14,39	4
AOA140N9V2	Tryptophan synthase alpha chain	14,92	4
AOA140NDC1	UPF0227 protein YcP	14,83	4
AOA140N9F7	Uncharacterized protein	9,53	4
AOA140NEK4	Modulator of FtsH protease HflC	16,61	4
AOA140N652	UPF0149 protein YgFB	19,48	4
AOA140N923	Iron-sulfur cluster assembly scaffold protein IscJ	10,67	4
AOA140N4Z4	Transcriptional regulator, DeoR family	14,92	4
AOA140NB60	RNA polymerase-associated protein RapA	10,26	4
AOA140N914	Nitroreductase	13,07	4
AOA140ND82	Sodium/proline symporter	12,63	4

A0A140NBN1	Short-chain dehydrogenase/reductase SDR	16,29	4
A0A140N859	Transcriptional regulator, GntR family	7,69	4
A0A140NG09	Threonine synthase	12,19	4
A0A140N771	Stringent starvation protein B	12,64	4
A0A140N9H5	tRNA/rRNA methyltransferase (SpoU)	14,97	4
A0A140NAU1	NAD-dependent epimerase/dehydratase	11,22	4
A0A140NEF7	Phosphopentomutase	14,81	4
A0A140N9H6	Uncharacterized protein	11,98	4
A0A140N562	L-aspartate oxidase	11,65	4
A0A140NCG0	Thiol peroxidase	17,49	4
A0A140N7Y4	Pseudouridine synthase	13,56	4
A0A140NH75	Cell division protein ZapB	11,33	4
A0A140NF57	Transcriptional regulator, LysR family	11,93	4
A0A140NEX7	Periplasmic binding protein/LacI transcriptional regulator	15,78	4
A0A140N7Q7	Two component transcriptional regulator, winged helix family	8,23	4
A0A140NFX8	DNA-directed DNA polymerase	11,14	4
A0A140NGF2	Uncharacterized protein	12,21	4
A0A140N692	Uncharacterized protein	12,09	4
A0A140NC56	Purine nucleoside phosphorylase DeoD-type	12,87	4
A0A140NCK8	Aconitate hydratase	13,31	4
A0A140N9I7	3-ketoacyl-CoA thiolase	17,54	4
A0A140N9Z7	NADH-quinone oxidoreductase subunit F	13,26	4
A0A140N5G6	Twitching motility protein	12,15	4
A0A140NC67	Phosphoglucomutase, alpha-D-glucose phosphate-specific	12,26	4
A0A140N9E8	Endopeptidase La	10,21	4
A0A140NBF1	Glucans biosynthesis protein G	10,75	4
A0A140NAR5	Ribosome-binding ATPase YchF	10,94	4
A0A140NAB3	Diguanylate cyclase with PAS/PAC sensor	14,27	4
A0A140N6V3	NADH:flavin oxidoreductase/NADH oxidase	16,15	4
A0A140N9U3	FAD linked oxidase domain protein	13,56	4
A0A140N6I5	Selenide, water dikinase	12,58	4
A0A140N8E6	Protein-N(Pi)-phosphohistidine--sugar phosphotransferase	16,87	4
A0A140N4H6	Thiol:disulfide interchange protein	10,45	4
A0A140N4Y2	Peptidyl-prolyl cis-trans isomerase	16,73	4
A0A140NF66	Catalase-peroxidase	13,85	4
A0A140NCP4	Transcription-repair-coupling factor	10,27	4

ArnA - Bifunctional polymyxin resistance protein ArnA - Escherichia coli (strain B / BL21-DE3)

<https://www.uniprot.org/uniprot/A0A140N587>. Accessed September 30, 2019.

DnaK - Chaperone protein DnaK - Escherichia coli (strain B / BL21-DE3)

<https://www.uniprot.org/uniprot/A0A140NFV3>. Accessed September 30, 2019

Table S6. Sigma-70 promoters predicted by the BPROM tool from the sequences upstream of each YerA41 gene. The linear discriminant function (LDF) threshold for the search was 0.20. The predicted -35 and -10 boxes are highlighted in green and the promoters with higher LDF are shown highlighted with stronger shade of brown.

Prom	The next gene	Sequence upstream of the start codon of the gene	LDF	-35 box score	-10 box score
P1	g001	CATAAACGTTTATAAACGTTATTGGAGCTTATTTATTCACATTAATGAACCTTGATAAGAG... -P2-	3.40	39	57
P2	g001	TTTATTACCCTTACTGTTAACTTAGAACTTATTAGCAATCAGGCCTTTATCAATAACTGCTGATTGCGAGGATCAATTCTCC	0.83	42	8
P3	g004	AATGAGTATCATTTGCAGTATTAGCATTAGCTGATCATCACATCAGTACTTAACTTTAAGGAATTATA	5.34	49	70
P4	g017	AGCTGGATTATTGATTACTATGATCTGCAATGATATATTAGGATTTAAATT	3.10	53	62
P5	g021	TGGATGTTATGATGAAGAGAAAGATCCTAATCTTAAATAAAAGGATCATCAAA	6.69	30	72
P6	g027	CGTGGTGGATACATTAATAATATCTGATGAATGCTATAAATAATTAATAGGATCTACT	8.55	37	88
P7	g041	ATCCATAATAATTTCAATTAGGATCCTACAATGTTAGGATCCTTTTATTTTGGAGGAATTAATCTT	9.17	35	54
P8	g046	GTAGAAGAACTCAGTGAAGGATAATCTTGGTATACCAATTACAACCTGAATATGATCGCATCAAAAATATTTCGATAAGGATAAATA	4.89	18	79
P9	g054	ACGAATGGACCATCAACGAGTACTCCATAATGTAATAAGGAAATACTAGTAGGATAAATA	6.42	10	87
P10	g057	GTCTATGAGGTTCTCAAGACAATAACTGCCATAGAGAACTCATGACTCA	0.48	33	22
P11	g061	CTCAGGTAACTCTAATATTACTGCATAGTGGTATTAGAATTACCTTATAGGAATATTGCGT	4.52	22	80
P12	g065	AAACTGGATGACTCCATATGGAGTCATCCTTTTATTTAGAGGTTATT	6.22	31	52
P13	g073	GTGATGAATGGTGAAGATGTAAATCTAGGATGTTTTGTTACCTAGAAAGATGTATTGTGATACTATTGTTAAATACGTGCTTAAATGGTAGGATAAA	2.37	25	48
P14	g076	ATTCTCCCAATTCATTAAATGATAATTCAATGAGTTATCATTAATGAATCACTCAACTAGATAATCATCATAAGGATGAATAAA	6.52	33	70
P15	g079	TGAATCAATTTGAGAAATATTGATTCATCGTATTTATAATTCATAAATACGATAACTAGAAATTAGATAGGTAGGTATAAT	8.00	43	81
P16	g087	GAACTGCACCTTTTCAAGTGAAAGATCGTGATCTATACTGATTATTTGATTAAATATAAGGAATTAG	5.08	36	66
P17	g091	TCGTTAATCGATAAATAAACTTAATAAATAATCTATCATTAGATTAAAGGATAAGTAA	11.17	21	58
P18	g096	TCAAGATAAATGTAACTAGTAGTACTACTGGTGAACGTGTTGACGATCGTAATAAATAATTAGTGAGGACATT	7.17	12	39
P19	g106	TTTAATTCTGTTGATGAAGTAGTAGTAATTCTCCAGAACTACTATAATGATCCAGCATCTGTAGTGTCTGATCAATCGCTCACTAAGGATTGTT	5.25	52	34
P20	g109	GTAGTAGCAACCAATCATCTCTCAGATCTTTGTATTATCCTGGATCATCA	2.62	0	73
P21	g112	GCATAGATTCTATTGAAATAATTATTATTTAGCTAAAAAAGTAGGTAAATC	5.45	60	76
P22	g120	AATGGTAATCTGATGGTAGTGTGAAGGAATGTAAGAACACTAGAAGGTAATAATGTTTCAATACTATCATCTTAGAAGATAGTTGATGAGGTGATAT	4.12	20	63
P23	g123	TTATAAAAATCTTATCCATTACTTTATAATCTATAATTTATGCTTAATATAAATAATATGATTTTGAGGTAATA	10.32	34	76
P24	g127	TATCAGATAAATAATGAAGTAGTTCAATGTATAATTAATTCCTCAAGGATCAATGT	6.13	13	87
P25	g131	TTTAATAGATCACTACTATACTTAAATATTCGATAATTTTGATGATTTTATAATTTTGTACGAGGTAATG	9.78	5	45
P26	g140	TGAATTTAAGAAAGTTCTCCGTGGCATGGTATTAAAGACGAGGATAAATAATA	5.57	20	56
P27	g146	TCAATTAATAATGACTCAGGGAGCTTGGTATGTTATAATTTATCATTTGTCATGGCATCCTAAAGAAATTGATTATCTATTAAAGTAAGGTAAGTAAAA	8.06	31	90

P28	g150	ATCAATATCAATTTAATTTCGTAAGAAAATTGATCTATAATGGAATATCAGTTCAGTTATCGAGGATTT	4.82	30	76
P29	g157	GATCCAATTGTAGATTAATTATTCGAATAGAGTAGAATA	7.28	41	60
P30	g162c	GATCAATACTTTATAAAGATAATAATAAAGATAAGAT	6.57	39	56
P31	g168c	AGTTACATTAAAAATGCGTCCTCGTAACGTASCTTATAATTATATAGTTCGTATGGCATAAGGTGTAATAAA	8.92	37	76
P32	g177c	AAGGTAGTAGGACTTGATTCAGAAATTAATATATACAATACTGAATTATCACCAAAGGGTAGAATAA	9.48	53	54
P33	g182c	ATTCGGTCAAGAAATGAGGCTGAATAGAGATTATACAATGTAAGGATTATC	3.53	18	59
P34	g186c	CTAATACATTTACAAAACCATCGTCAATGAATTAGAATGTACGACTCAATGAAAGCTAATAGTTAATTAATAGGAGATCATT	3.80	47	57
P35	g189c	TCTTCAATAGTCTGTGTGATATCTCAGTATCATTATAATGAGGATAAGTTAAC	6.08	5	75
P36	g195c	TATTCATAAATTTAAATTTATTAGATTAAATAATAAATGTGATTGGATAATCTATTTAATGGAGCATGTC	8.47	41	41
P37	g199c	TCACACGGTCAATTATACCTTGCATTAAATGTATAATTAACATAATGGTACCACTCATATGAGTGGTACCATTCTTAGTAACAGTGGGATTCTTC	9.15	11	87
P38	g202c	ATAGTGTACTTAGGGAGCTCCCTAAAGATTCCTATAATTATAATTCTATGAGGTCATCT	5.30	25	74
P39	g206c	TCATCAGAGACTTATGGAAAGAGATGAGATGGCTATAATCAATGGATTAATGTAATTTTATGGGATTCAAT	6.99	2	85
P40	g209c	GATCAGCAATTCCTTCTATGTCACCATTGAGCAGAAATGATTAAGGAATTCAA	1.71	41	34
P41	g213c	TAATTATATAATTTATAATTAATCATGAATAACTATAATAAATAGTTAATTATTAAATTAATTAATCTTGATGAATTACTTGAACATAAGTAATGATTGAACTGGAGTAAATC	15.16	24	74

Supplementary Figures

How the deposited data were processed for this re-analysis (not part of the article)

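RNA of 9 isolations from lysates b and d of phage YerA41 was measured by RNA sequencing without depletion of rRNA. By the Supplementary Report's protocol, RNase A and DNase I were added to the lysate before the isolation. The isolations form 3 groups of 3 libraries: lysate b in batch 1, lysate d in batch 1 and lysate d in batch 2. Groups and isolation numbers were taken from the sample labels, which use the sample names of Fig. III. The isolations I and II of batch 1 are not among the samples of Table I, and their RNA concentrations were taken from the labels.

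The values are expected counts per gene as deposited by the authors. By the Supplementary Report and the submitters' processing notes, the authors demultiplexed the reads with bcl2fastq 2.20.0.422, trimmed them with Cutadapt 2.5, aligned reads of at least 12 nt with segemehl through READemption at an accuracy of 95% and counted sense reads that overlap a gene by at least 10 nt. A read with several equally good positions adds an equal fraction to each of them. The replicates were not pooled, and the counts were scaled neither to depth nor to gene length. The annotation held 3949 genes, with 3618 on the chromosome, 16 on pYR2, 99 on pYR3 and 216 on the phage. Reads that fell outside annotated genes or did not align are in no count, and every share is therefore a share of the counted reads. The table has 0 columns of values that could not be tied to a sample.

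From the counts, the share of rRNA, CDS and tRNA genes in the counted reads was computed per library. Reads per nucleotide were the summed reads of all copies of a gene class divided by their summed length. The 14 tRNA genes of the 7 rDNA operons were those between a 16S and a 23S gene or within 1000 nt downstream of a 5S gene on the same strand. A CDS was taken as detected above 10 reads, the threshold of Fig. III. The phage share was that of phage CDS in all CDS reads. Groups were compared for lysate b against lysate d in batch 1 and for batch 1 against batch 2 in lysate d, as two-sided exact permutation tests over the 20 regroupings of 6 libraries, which cannot give a p below 0.1. Operon tRNA genes were compared with other tRNA genes over the 9 libraries by an exact sign-flip permutation test with 512 sign patterns. Lysate d of batch 1 is part of both comparisons, and their calls were not set against each other.

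The CDS counts were rounded to whole numbers and tested with edgeR 4.0.16 (quasi-likelihood F-test, TMM factors from the CDS reads) in R 4.3.3, for CDS with at least 10 reads in at least 3 of the 6 libraries, with Benjamini-Hochberg adjustment at 0.05. DESeq2 1.42.0 was the alternative tool. Log2 fold changes are lysate b minus lysate d and batch 2 minus batch 1. The test was tried on simulated counts, drawn 10 times for each comparison from the means and library sizes of the real libraries. There were 200 changed genes among CDS with a mean of at least 2 reads. All genes were drawn with 1 common dispersion, 0.0320 for the lysates and 0.00194 for the batches. Genes with a larger spread, which the real counts hold, were not simulated, so that the shares below may be better than in the real counts. The number of changed genes was raised from 60 to 200 after a first run, so that more of them passed the count minimum. For lysate b against lysate d, at a median of 333.5 genes tested, 61.7% of the changed genes past the count minimum were called at a change of 2-fold and 98.3% at 4-fold, and 4.84% of the calls were false. For the batches of lysate d, at a median of 320.5 genes tested, these shares were 78.4%, 99.2% and 3.54%. In draws without any changed gene, 0 genes were called over the 10 draws for the lysates and 1 for the batches. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other steps.

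The genes named in the text were set before the data were examined: the genes that the study names for RNA or as primer targets, the 10 host and the 10 phage CDS with the highest mean share of the CDS reads, and for each edgeR comparison up to 10 called CDS in each direction whose groups do not overlap. So were 14 gene lists made from the product names of the annotation (ribosomal proteins of each subunit, RNA polymerase, translation factors, ATP synthase, flagella, outer membrane, chaperones and heat shock, cold shock, mobile elements, and for the phage virion, DNA metabolism, glycosyltransferases and RNA polymerase), together with the proteins of Table III. Other genes that the text names, ribosomal protein S1p among them, were chosen after their values were seen.

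The depth was 11190272 to 13802003 counted reads per library, but 16722 to 21450 of these lay on CDS, and 2233 CDS (58.1%) had a mean under 1 read. Changes in most single mRNAs therefore lay below what this depth can show. A count of 0 allows up to 3 reads. Confidence intervals are 95% Wilson intervals and cover counting error only. The alternatives, set before the data were examined, were other denominators, rounding, other detection thresholds, reads per gene copy, other tRNA windows and averages, other tools, scalings and count minimums, a replicate block and leaving out each library in turn. Read positions within genes, antisense reads and sequence between genes were not analysed here.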

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

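All tests of explanations in this part were chosen after the values were seen. The paper does not report the reads on phage genes by gene. Phage CDS had from 408 to 612 reads per library, and the hypothetical gene g011 alone had from 97 to 150. Plasmid CDS, whose reads the paper does not describe separately, had from 532 to 687 reads per library. These values lie above the 3 reads that a count of 0 allows, but that limit says nothing about reads placed on the wrong gene, which were not separated from them. Groups of 3 libraries were too small for a test of single outlying libraries.

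Most CDS with a mean of at least 20 reads kept nearly one profile in all 9 libraries. Among all CDS, 10 were high in isolation I or II of lysate b alone and are described further below. Over the 166 CDS with a mean of at least 20 reads, the variance of the reads after scaling to the CDS total was 1.09 times the mean in the median (interquartile range 0.732 to 1.73), where pure counting noise gives about 0.908 in simulated counts, and 18 CDS exceeded 3. All CDS together took 0.141% to 0.173% of the counted reads, while 16S rRNA took 8.14% to 27.7% of the rRNA reads. These values argue against reads of 16S rRNA placed on CDS by mistake as the whole source. The log2 share of these 166 CDS had a median slope of -0.00130 on that of 16S rRNA (interquartile range -0.0647 to 0.100), against a slope near 1 if they were the source. Taken within the CDS total, such a median slope lies near 0 whatever the source, so that the slope alone does not decide. Reads placed without regard to the replicon stay open, with a phage to chromosome ratio of 0.665 in reads per kilobase (range 0.598 to 0.713 over the libraries). The ratio was 1.01 for pYR3 (0.965 to 1.12) and 1.98 for pYR2 (1.69 to 2.24). In some libraries pYR2 lay beyond the upper bound set for this explanation, while the phage and pYR3 lay within the bounds in all. The test therefore does not decide. Reads of 23S rRNA, whose share varied less, were not tested. Host mRNA beside the ribosomes may also contribute as a hypothesis, since the median of the ribosomal protein CDS, 1.47 reads per kilobase, lay at percentile 99.99 of 10000 random host lists of matched length (median 0.674, 95% range 0.454 to 1.06; percentile 99.07 before the lists were matched on length), although 40 of these 56 CDS had a mean under 1 read.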

How the results depend on the processing

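No test in this part was chosen after a result was seen, all alternatives having been set before the data were examined. Under the alternative settings, 22 differences between groups kept their direction, 1 turned sign and 1 became 0, and with 1 library left out 60 kept it and 9 turned sign. Of the levels in single groups or over all libraries, 14 stayed within 1 SD (1.5 times for detected CDS) and 21 moved. With 1 library left out all 54 stayed. Leaving out 1 library cannot move a mean by 1 SD, so that levels judged by the SD could not have moved there. Numbers of called CDS stayed within 1.5 times in 18 cases and moved in 8, and with 1 library left out 19 stayed and 5 moved. Most of those that stayed were 0 calls in both settings. The only number above 0, the 3 CDS higher in batch 2, stayed with DESeq2 (2) and moved in all other alternative settings, to between 0 and 11. With 1 library left out it ran from 1 to 12. Calls of single genes held in 12 cases and were lost in 6, and with 1 library left out 13 held and 5 were lost. All 180 levels of the named genes with the most reads stayed within 1 SD with 1 library left out. For the same reason they could not have moved, and they say nothing about stability. The cause was not tested unless it follows from the setting.

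With chromosome genes alone the rRNA share of lysate d in batch 1 was 99.84%, and with rounded counts 99.833%. Without division by gene length the 23S to 16S ratio was 6.15, 5.64 and 3.06 in lysate b, lysate d of batch 1 and lysate d of batch 2, and the 5S to 16S ratio was 0.473, 0.446 and 0.203. Detected CDS in these groups numbered 509, 499 and 489 above 5 reads and 174, 175 and 162 above 20 reads, and lysate b minus lysate d turned to 10.3 above 5 reads and became 0 with rounded counts. The phage share was 4.16%, 4.33% and 4.30% per kilobase and 3.34%, 3.51% and 3.30% without the 10 CDS with the most reads. As the median over genes, operon tRNA was 0.0401% of the 16S and 23S depth. With every CDS of at least 1 read edgeR called 13 CDS higher and 1 lower in lysate b, and 11 higher and 1 lower in batch 2. CDS higher in batch 2 numbered 9 with RLE factors, 9 with fractional counts, 1 with library sizes from all counted reads and 0 with all 9 libraries in 1 fit (25 at an unadjusted p under 0.05; DESeq2 called 2 on the 6 libraries).

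With 1 library left out, lysate b minus lysate d ran from -0.0125 to 0.00599 percentage points for the rRNA share, from -0.806 to 1.19 for the 23S to 16S ratio, from -1.66 to 2.22 for the 5S to 16S ratio and from -14.2 to 11.3 for detected CDS. For batch 2 minus batch 1 the rRNA share ran from -0.00134 to 0.0159 percentage points and detected CDS from -23.2 to -0.667. The difference in phage share ran from -0.210 to -0.0198 percentage points between the lysates and from -0.260 to -0.0306 between the batches. CDS lower in lysate b ranged from 0 to 7, CDS higher in batch 2 from 1 to 12 and CDS lower in batch 2 from 0 to 1. By edgeR, CSF007_11785 had an adjusted p from 2.63e-05 to 0.0435 with 1 library left out, CSF007_p0020 from 2.63e-05 to 0.181 and EptA (CSF007_9490) from 0.000135 to 0.0763. CSF007_p0020 lost its call without the unnumbered isolation (0.130) or II (0.181) of batch 1 or without 1 (0.152) or 2 (0.108) of batch 2, and EptA without 1 of batch 2 (0.0763). CSF007_p0020 was also not called by DESeq2 (0.0671, log2 fold change 1.67). Neither CSF007_p0020 nor EptA was called with library sizes from all counted reads (0.0515 for both), at log2 fold changes of 1.57 and 0.80. With all 9 libraries in 1 fit none of CSF007_11785, CSF007_p0020 and EptA was called (0.0545, 0.133 and 0.722), at log2 fold changes of 2.15, 1.64 and 0.87 that had hardly moved.

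With the replicate block, edgeR called 0 CDS higher and 0 lower in lysate b (15 at an unadjusted p under 0.05). The numbers were not treated as pairs in the test of CDS. Deviations of the CDS tested from the group means correlated between lysates at 0.147 for the unnumbered isolations, 0.124 for I and -0.0356 for II. Of the lysate b libraries, 2 of 3 correlated best with their own number. These values do not cover the rRNA, whose tests were also unpaired. No block could be fitted between the batches, whose numbers differ. The limits are the depth, with 317 and 312 of 3844 CDS testable, 3 isolations per group, 1 lysate of each kind and reads that fit several genes.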

Differences from the paper's values

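No value that the paper states differed from the one computed here by the criteria used, which require a difference beyond the replicate error and of more than 1.5 times. All values here come from the settings fixed before the data were examined. The paper puts the share of RNA reads on the rDNA operons above 90% in its text, and Fig. III gives shares of about 88% and about 91% for the lowest and highest library, read by eye. Those shares are of all reads, while the 99.8% computed here (mean of 9 libraries) is of the reads counted on genes. No share can exceed 90% by 1.5 times, so that the criteria could only have flagged a lower rRNA share. For detected CDS, Fig. III gives about 270 for the unnumbered isolation of lysate b, read by eye, where 269 were counted here, and the other 8 libraries also lie within the precision of reading.

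The paper counts 31 large subunit proteins among those of Table III, where 29 entries carry that name, while the 21 small subunit proteins match. For the rDNA operon of Fig. IV the paper reports no reads between the genes, which the counts per gene cannot show. It counts the tRNA genes among the parts that a primary transcript would cover and finds the coverage uneven, without a number of reads for them. These genes had counts here, at 0.0648% ± 0.0245 (SD, n = 9) of the 16S and 23S depth, so that the depth was uneven in the count table as well.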

Other observations

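The tests of explanations, the correlations with RNA concentration, the comparison of tRNA types and the search for genes high in 1 library were chosen after the values were seen. The 87 CDS of the proteins that the paper found in the purified phage sample (Table III) summed to 629 ± 41.8 reads (SD, n = 9). Their median was 1.83 reads per kilobase against 0.954 over all host CDS, a difference that was not tested, and 47 of them had a mean under 1 read, as had 2233 of all 3844 CDS. Among the 13 that could be tested, edgeR called 0 over all genes tested in either comparison (unadjusted p under 0.05 for 10 and 36 of all CDS tested), and 2 between the batches when adjusted over the list alone. These were topoisomerase IV subunit A (CSF007_15400), with a log2 fold change of 0.82 (standard error 0.25, adjusted p = 0.128 over all genes tested, edgeR), and ribosomal protein S1p. Of the other host lists, the 43 CDS of flagella summed to 113.4 ± 14.2 reads (SD, n = 9), the 31 of outer membrane proteins to 241 ± 42.7, the 34 of chaperones and heat shock proteins to 146 ± 11.8, the 9 of cold shock proteins to 2.16 ± 1.32 and the 85 of mobile elements to 277 ± 19.9. Between the lysates and between the batches, 4 and 3 of the flagella CDS could be tested, and 5 and 7 of the outer membrane CDS. For chaperones and heat shock it was 3 and 3, for mobile elements 5 and 5, and no cold shock CDS could be tested. Among the CDS tested in these 5 lists, edgeR called 0 in either comparison, over all genes tested or adjusted over the list alone. The list of phage RNA polymerase genes had 0 members. The annotation of the phage held 161 CDS on the plus strand with 401 reads on average and 52 on the minus strand with 148 reads.

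Outside the rDNA operons the tRNA genes with the most reads were 4 tRNA-Met genes with nearly equal counts, among them CSF007_2250 (473311 to 473384, plus strand) with 31.8 reads on average, and tRNA-His (CSF007_17225, 3610211 to 3610283, minus strand) with 30.0 reads. 10 of the 123 CDS with at least 40 reads in a library had at least 2 times the reads of any other library there, and all 10 were high in isolation I or II of lysate b. Prolipoprotein diacylglyceryl transferase (CSF007_14450) had 103 reads in isolation I against at most 2 elsewhere, outer membrane protein C (CSF007_7050) 122 against at most 8.5, the phage endonuclease gene g130 49 against at most 3, and glycerate kinase (CSF007_16975) 233 in isolation II against at most 52.5.

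The 16S share of the rRNA reads varied between isolations of the same lysate, and within batch 1 the highest share was 2.40 times the lowest in lysate d and 3.40 times in lysate b, while the means of the lysates differed by 1.03 times. A step shared by isolations of the same number stays open: the shares of lysates b and d differed by 2.10 percentage points on average within a number and by 3.21 to 12.0 under the other pairings, but 6 pairings are too few for a share under 0.05. No biological explanation was tested.

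The RNA concentration was set against 5 measures of the libraries after their values were seen. For the 16S share the exact permutation test of the correlation over the 9 libraries gave p = 0.0221, adjusted over the 5 measures 0.111, and p = 0.146 without the 2 libraries farthest from the median concentration. None of the 5 passed 0.05 when adjusted. The 16S shares fell into separate clusters of 4 libraries (8.14% to 13.9%) and 5 libraries (22.0% to 27.7%), with RNA concentrations of 45 to 430 and 230 to 760 ng/µl, and no pooled coefficient is therefore given. Within batch 1 the exact permutation test gave p = 0.0167 and within lysate d p = 0.249 (n = 6 each, unadjusted), where both clusters are again mixed. No correlation was computed within a cluster, as each held fewer than 6 libraries, and the libraries are isolations from 2 lysates, so that the relation stays open.

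Whether other splits of the 6 libraries give as many called CDS was counted for each comparison. With 10 splits no share under 0.05 can be reached. For lysate b against lysate d the real split had 0 calls by edgeR (10 at an unadjusted p under 0.05; DESeq2 called 0), so that the count of splits tests nothing there, and the highest of the others was 0. For the batches of lysate d the real split had 3 calls and the highest of the others 0.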
